# Genome-wide perturbations by miRNAs map onto functional cellular pathways, identifying regulators of chromatin modifiers

**DOI:** 10.1038/npjsba.2015.1

**Published:** 2015-09-28

**Authors:** Tyler J Moss, Zijun Luo, Elena G Seviour, Vasudha Sehgal, Yiling Lu, Steven M Hill, Rajesha Rupaimoole, Ju-Seog Lee, Cristian Rodriguez-Aguayo, Gabriel Lopez-Berestein, Anil K Sood, Robert Azencott, Joe W Gray, Sach Mukherjee, Gordon B Mills, Prahlad T Ram

## Abstract

**Background:**

Regulation of gene expression by microRNAs (miRNAs) is critical for determining cellular fate and function. Dysregulation of miRNA expression contributes to the development and progression of multiple diseases. miRNA can target multiple mRNAs, making deconvolution of the effects of miRNA challenging and the complexity of regulation of cellular pathways by miRNAs at the functional protein level remains to be elucidated. Therefore, we sought to determine the effects of expression of miRNAs in breast and ovarian cancer cells on cellular pathways by measuring systems-wide miRNA perturbations to protein and phosphoproteins.

**Methods:**

We measure protein level changes by reverse-phase protein array (RPPA) in MDA-MB-231, SKOV3.ip1 and HEYA8 cancer cell lines transfected by a library of 879 human miRNA mimics.

**Results:**

The effects of multiple miRNAs–protein networks converged in five broad functional clusters of miRNA, suggesting a broad overlap of miRNA action on cellular pathways. Detailed analysis of miRNA clusters revealed novel miRNA/cell cycle protein networks, which we functionally validated. *De novo* phosphoprotein network estimation using Gaussian graphical modeling, using no priors, revealed known and novel protein interplay, which we also observed in patient ovarian tumor proteomic data. We identified several miRNAs that have pluripotent activities across multiple cellular pathways. In particular we studied miR-365a whose expression is associated with poor survival across several cancer types and demonstrated that anti-miR-365 significantly reduced tumor formation in animal models.

**Conclusions:**

Mapping of miRNA-induced protein and phosphoprotein changes onto pathways revealed new miRNA-cellular pathway connectivity, paving the way for targeting of dysregulated pathways with potential miRNA-based therapeutics.

## Introduction

Noncoding RNAs, such as microRNAs (miRNAs), mediate epigenetic control of gene expression, generating diverse, complex phenotypes. miRNAs are small (~22 nt) RNAs that bind to and regulate translation or degradation of cognate mRNA. The binding of a given miRNA to its target mRNA occurs via the protein machinery in the RNA-induced silencing complex and alignment of a seven- to eight-nucleotide sequence (seed sequence) to the complementary sequence in the target mRNA. Owing to the brevity of the seed sequence and regularity of imperfect alignment, a single miRNA can regulate many (sometimes >100) mRNAs. Given their promiscuity, miRNAs are important regulators of gene expression in multiple cellular pathways, and dysregulation of miRNA expression can have severe consequences on cell behavior, leading to the development of diseases, such as cancer. Several miRNAs have been shown to have important roles in tumorigenesis either when overexpressed (e.g., miR-21)^1^ or via loss of inhibition of tumor progression when downregulated (e.g., miR-34a, let-7).^2,3^

Major research efforts over the past decade have focused on the function of miRNAs and their target mRNAs. The investigators in these studies predominantly relied on changes in mRNA and target prediction to determine the role of given miRNAs in cells. However, miRNA-mediated silencing of gene expression via inhibition of protein translation can occur without a measureable decrease in mRNA expression. Furthermore, mRNA measurements are insensitive to the indirect impact of miRNAs on protein stability and/or activity. Indeed, overall mRNA expression levels may be weak predictors of protein levels and activity.^4,5^ Therefore, considering changes in protein levels is important when validating miRNA targets particularly when characterizing the downstream functional consequences of miRNAs. In the present study, we determined the effects of genome-wide perturbations by miRNAs on protein levels in cancer pathways by introducing 879 miRNA mimics into cancer cell lines and measuring changes in 127 proteins and phosphoproteins in these cells. We characterized miRNAs according to their roles in regulating protein and phosphoprotein networks and cellular pathways. Using advanced clustering and machine-learning techniques, we isolated important clusters of miRNAs and corresponding sets of regulated proteins. We used probabilistic graphical modeling, using no prior connectivity information, to construct *de novo* networks that recapitulated well characterized protein–protein interactions as well as identifying interplay between proteins across different pathways. We identified important regulatory miRNAs by classifying the miRNAs based on their effects on cellular functions as well as identifying more broadly acting miRNAs that appear to alter multiple pathways. Further analysis of one such miRNA, mir-365a, identified its role in regulating epigenetic modification of chromatin and its dysregulation in multiple cancers. We demonstrated that targeting miR-365a with anti-miR-365 resulted in significant reduction of tumors in a xenograft model.

## Materials and Methods

### miRNA screens

A miRNA library screen was performed using the reverse phase protein array (RPPA) platform.^6,7^ Screening by RPPA enabled us to directly measure changes in protein levels as well as post-translational protein modifications. By RPPA, we screened 1,000 samples per chip probing for proteins limited to the number of available high-quality antibodies. The primary screen was performed in MDA-MB-231 cells using 879 miRNAs measuring changes in 127 proteins (see Supplementary Table 2 for antibody list). A subset of the miRNA library (154 miRNAs) was used in a second screen using three cell lines (see Supplementary Tables 2 and 3 for lists of antibodies and miRNAs, respectively) measuring 127 proteins, 103 of which were common to the first screen. A cell proliferation screen of miRNA library was also performed in MDA-MB-231 cells using the Cell Titer Blue Cell Viability Assay Reagent (Promega, Madison, WI, USA). See Supplementary Methods for screen and data normalization details.

### Microarray

Gene expression measurements of miR-365a-treated SKOV3.ip1 and MDA-MB-231 cells were performed using HumanHT-12 v4 Expression BeadChips (Illumina, San Diego, CA, USA). Data were quantile normalized using the lumi Bioconductor package^8^ and are available in the Gene Expression Omnibus: GSE64020.

### Mouse xenograft tumor model

Twenty mice were given intraperitoneal injections of SKOV3 cells (10^6^ cells/mouse). After 7 days the mice were treated with intraperitoneal injections of miRNA encapsulated in liposomes (5 μg/mouse in 200 μl of PBS) twice a week until mice became moribund in either group. Half of the mice were treated with a control miRNA hairpin inhibitor and the other half were treated with the miR-365a hairpin inhibitor. The mice were killed 30 days after the initial injection and the mouse body weight, tumor weight, tumor nodule count, location of metastases and presence of ascites was measured. All animals were cared for according to guidelines set forth by the American Association for Accreditation of Laboratory Animal Care and the US Public Health Service policy on Human Care and Use of Laboratory Animals. See Supplementary Information for more details.

For other detailed methods see the Supplementary Methods.

## Results

### Functional classification of miRNAs

To determine the impact of miRNAs on cancer pathways, we perturbed the basal-like breast cancer cell line MDA-MB-231 (KRAS G13D, BRAF G464V, TP53 R280K and CDKN2A frameshift mutations) with 879 exogenous miRNA mimics and changes in protein levels were measured by RPPA. Well-characterized miRNAs, such as members of the let-7, miR-200 and miR-17-92 families, cocluster using unsupervised hierarchical clustering (Supplementary Figure 2) showing that miRNAs from the same families have a similar, protein-level effect in our screen. We clustered the miRNAs into functional groups by their similarity in inducing changes in levels of protein found in cancer pathways (Supplementary Figure 1) using the ConsensusClusterPlus package in the statistical computing environment R.^9^ The miRNAs were clustered by k-means with numbers of clusters ranging from 2 to 15, repeated 100 times, leaving out 10% of the miRNAs in each repetition. We grouped the miRNAs by the frequency with which they clustered together. We chose five as the optimal number of functional clusters (Supplementary Figure 3) and each miRNA was classified into one of them (Figure 1a). We then identified proteins defining each of the clusters, based on the ability of the proteins to differentiate the miRNAs in each consensus cluster from the miRNAs in all other consensus clusters using random forest classification. The most important discriminatory proteins for each miRNA cluster are shown in the box-whisker plots in Figure 1b.

The 79 miRNAs in functional cluster 1 (Figure 1a,b) are characterized by shared upregulation of Notch3 and activation of the phosphoinositide 3-kinase (PI3K)/AKT pathway as well as activation of c-Jun. Functional cluster 2 contains 153 miRNAs that are enriched in targeting regulators of the cell cycle and proliferation. The 115 miRNAs in cluster 4 are strongly associated with downregulation of Tau protein levels. The 150 miRNAs in functional cluster 5 are associated with decreased PTEN levels and concurrent upregulation of the Akt/p70S6K/S6 pathway. The remaining 382 miRNAs have relatively minor effects on the proteins assessed and are grouped in cluster 3 (Figure 1b).

Large screens inherently produce false-positive and -negative results. To validate the findings from our primary screen, we performed a secondary screen using a subset of the miRNAs from all of the clusters (Supplementary Table 1). We performed the secondary screen with MDA-MB-231 cells as well as the ovarian cancer cell lines HeyA8 and SKOV3.ip1. We rescreened 154 miRNAs in each of the three cell lines. We tested the consistency of regulation of protein levels in the first screen and in the MDA-MB-231 cells in the second screen using Markov transition matrix analysis, wherein the fraction of upregulated and downregulated proteins for each miRNA in both screens was determined (Supplementary Figure 4a). Analysis of the sum of the transitions across all proteins for all of the common miRNAs in both screens demonstrated a 78% overlap of true-positive changes in the MDA-MB-231 cell line in the two screens (Supplementary Figure 4b). We observed that several proteins and miRNAs exhibited robust changes in the two MDA-MB-231 screens as well as across all three cell lines (Supplementary Figure 5). The changes in cell cycle proteins were the most consistent in the two screens; hence, the miRNAs in functional cluster 2 exhibited the most consistency in the two screens and across the three cell lines (Supplementary Figure 4c). However, cluster 4 miRNAs that were characterized by changes in Tau protein levels, demonstrated poor correlation in the MDA-MB-231 cells in the first and second screens, suggesting that this subset of cluster 4 miRNAs selected for the second screen may not represent those that are *bona fide* regulators of Tau expression.

### Support vector machine and predictors of cellular proliferation

In addition to the changes in protein and phosphoprotein levels in response to perturbation by miRNAs, we measured changes in MDA-MB-231 cell number 48 h after transfection with the miRNAs. Using average correlation analysis (see Supplementary Methods) between protein levels and changes in cell number, we identified activators and repressors of proliferation (Supplementary Figure 6). We examined miRNA induced changes in cell number relative to nontargeting miRNA controls and binned the miRNA into high proliferation (cell-number change >5% of control values) and low proliferation (lowest 10%) groups. The data demonstrated that 14% of the miRNAs did not change the cell numbers. We analyzed the data using a machine-learning algorithm (support vector machine) to predict changes in cell number as a function of changes in protein and phosphoprotein levels using the 210 miRNAs in the low-proliferation (*n*=88) and high-proliferation (*n*=122) groups. Assessment of the support-vector machine confusion matrix analysis, predicting changes in cell number using leave-one-out cross-validation demonstrated >90% accuracy (Figure 1c). When we grouped the miRNA-perturbed samples according to the highest and lowest quantiles of proliferation, it revealed an apparent pattern in which the levels of the predicted activators of proliferation were downregulated and the proliferation repressors were upregulated (Figure 1c). Cluster 2 miRNAs make up a preponderance of the miRNAs belonging to the low proliferation group and exhibit a pattern of protein levels consistent with downregulating proliferation.

### Cluster 2 miRNAs regulate proliferation by altering cell cycle proteins

Several pathways regulate cell cycle proteins, which result in alterations in cellular proliferation. The distribution of proliferation values grouped by functional miRNA clusters demonstrated that consensus cluster 2 miRNAs markedly downregulated cellular proliferation over that induced by control miRNAs and the miRNAs in all other functional clusters (Figure 2a). Individually and as a whole, the cluster 2 miRNAs downregulated the levels of positive regulators and upregulated the levels negative regulators of cell cycle progression (Figure 2b). Several of the miRNAs are predicted to target the cell cycle proteins directly (Figure 2c). Many of the miRNAs that regulate the cell cycle protein levels and that are predicted to target the mRNA of these proteins share identical seed sequence (e.g. miR-124 and miR-506 have identical seed sequence and both downregulate p21). To determine whether cluster 2 miRNAs can induce cell cycle arrest, we selected 14 miRNAs—seven in cluster 2 and seven in other clusters—and measured cell cycle distributions of MDA-MB-231 cells transfected with these miRNAs. The cluster 2 miRNAs induced an increase in the number of cell in G1-phase over that induced by the other miRNAs (Figure 2d). Cluster 2 miRNAs resulting in functional cell cycle arrest at G1 phase was consistent with the regulation of cell cycle proteins by this cluster of miRNAs that we observed in our proteomic screening.

### *De novo* phosphoprotein networks recapitulate known signaling pathway interactions

miRNA can modulate signaling networks by directly or indirectly regulating the abundance of protein components of networks or by regulating the activators or repressors of signaling activity. Furthermore, because proteins and phosphoproteins are components of signaling pathways, such miRNA-mediated changes in protein levels and protein activity may be propagated via the signaling networks, resulting in downstream positive or negative changes in other proteins in the networks. This led us to hypothesize that miRNA perturbation of phosphoprotein networks may provide valuable information for *de novo* identification of signaling networks. To test this hypothesis, we used computational network inference to identify signaling networks using the data from the three cell lines in our second screen. The relatively large number of miRNAs (154 per cell line) allowed for inference of networks specific to each cell line. We modeled cell line-specific phosphoprotein networks using a Gaussian graphical model,^10^ estimated using the ‘graphical lasso’ algorithm (Figure 3a,b; edge widths represent edge scores or partial correlations).^11^ This approach quantifies interplay between pairs of phosphoproteins while taking into account the effects of other measured phosphoproteins (partial correlations). Without the use of any prior information or explicit modeling of the perturbations, this *de novo* network analysis revealed network connectivity that was in remarkable agreement with consensus phosphoprotein pathways and networks as described in the biochemical literature (http://stke.sciencemag.org/cm/), capturing known signaling interactions such as those between EGFR and ErbB2, Raf-MEK-MAPK, AKT and PRAS40, AMPK and ACC, and c-Src and STAT3. This analysis also identified associations that have not been well characterized,^12,13^ such as those between MAPK1/2, MEK and GSK3β.

To validate whether such a functional interaction, or link, exists between MEK, MAPK1/2 and GSK3β, we experimentally manipulated MEK activity and measured GSK3β phosphorylation and observed that MEK inhibition decreased GSK3β phosphorylation in the cells (Figure 3f). We observed the functional associations between MEK, MAPK1/2, and GSK3β in the two cell lines with low to no basal AKT activity (HeyA8 and MDA-MB-231) but not in SKOV3.ip1, which has PTEN loss and PIK3CA mutation and thus high AKT phosphorylation levels (Figure 3c,d) where the interplay may be masked due to the high basal activity of AKT on GSK3b. We also examined the significance of the functional relationship between MAPK1/2 and GSK3β phosphorylation in primary human tumor samples. Pearson correlation analysis of data obtained from The Cancer Genome Atlas revealed a significant positive correlation between phosphorylated MAPK1/2 and phosphorylated GSK3β (*r*=0.409 across all tumors and *r*=0.596 for ovarian tumors) and between phosphorylated MEK and phosphorylated GSK3β (*r*=0.271 across all tumors and *r*=0.651 for ovarian tumors), suggesting that interplay between MEK signaling and GSK3β phosphorylation can be manifested in clinical tumor samples (Figure 3g).

Whereas some of the stronger functional links are common to all cell lines, many phosphoprotein associations are unique to only one or two cell lines. Thus, many *de novo* functional phosphoprotein associations may be mutation specific and context specific. Analysis of our perturbation data identified eight functional links common to MDA-MB-231, HeyA8 and SKOV3.ip1 cell lines and these links have some of the highest partial correlation values (Figure 3e). The two KRAS/BRAF mutant cell lines (MDA-MB-231 and HeyA8) had nine common links that were not present in the cell line wild-type for KRAS and BRAF (SKOV3.ip1). In addition, the two ovarian cancer lines had only one shared link, whereas the breast cancer cell line did not have this link (Figure 3e). This suggests that the interplay in signaling networks may be more sensitive to the underlying mutational background than to the tissue of origin, this requires further investigation.

### miRNA regulators of phosphoprotein networks

As described above, we observed that perturbations of phosphoprotein networks by miRNAs can reveal functional connectivity of the underlying networks. We then investigated the miRNAs that functionally regulate proteins in the networks to identify the miRNAs that are the most efficient in perturbing signaling processes. We first identified miRNAs that upregulated the phosphorylation of proteins in the networks using the fold change from the second screen. Figure 4a shows a network of the phosphoproteins measured in the three cell lines and the miRNAs that functionally regulated at least two phosphoproteins in the network (edges are colored by miRNA cluster). Cluster 2 miRNAs (light blue) overwhelmingly upregulated p27 phosphorylation and cluster 5 miRNAs upregulated S6 phosphorylation consistent with that which was observed for other members of their respective clusters in screen 1. MiR-885-3p, miR208b and miR-181c* regulated the highest number of components within the phosphoprotein network.

Figure 4b shows the integrated phosphoprotein network and the miRNAs that negatively regulated individual phosphoproteins in the network. Cluster 2 miRNA downregulate retinoblastoma 1 (RB) phosphorylation and surprisingly regulate many RTKs in the phospho network. MiR-124, miR-101*, miR-193b and miR-486-3p were the most important miRNAs in negatively regulating the network in terms of connectivity. For signaling modules, such as Raf/MEK/ERK, where there was not a clear pattern of regulation by any single cluster of miRNAs we were able to identify miRNAs that regulate single or multiple components of the subnetwork (Figure 4c). The identification of this functional miR-phoshoprotein interaction network is important for the characterization of miRNA-regulated protein networks.

### Functional regulation of cellular pathways

We sought to identify the top miRNA regulators of each of the cancer pathways represented by the proteins measured by RPPA. We separated the RPPA proteins and phosphoproteins into functional pathways (Supplementary Figure 1) as described previously,^4^ allowing for proteins to be included in more than one pathway. We identified the miRNAs regulating each protein using the discretized data from the first screen. Also, we determined the fraction of regulated pathway components for each miRNA and generated networks for all of the miRNAs regulating at least half of the nodes in each pathway (Figure 5). We weighted both node size and edge length according to the fraction of the pathway proteins regulated by each miRNA.

Analysis of the pathways regulated by miRNAs in the functional clusters demonstrated that 63% of the miRNAs regulating the cell cycle proteins belonged to cluster 2. Cluster 2 miRNAs also made up the largest percentage of miRNAs regulating the MAPK (48%), TSC2/mTOR (50%), DNA repair (44%) and PI3K/AKT (40%) pathways. Also, proteins in the metabolism pathway were regulated by 54 miRNAs, 24 (44%) of which belonged to cluster 3.

The RPPA antibody set included antibodies that detect cleaved caspases and protein regulators of apoptosis which can be used to estimate activation of apoptosis. We identified potential miRNA regulators of apoptosis including miR-449b which has been reported to induce apoptosis in gastric cancer.^14^

We also determined the individual miRNAs that have the greatest functional impact on across many pathways. We found that miR-365 functionally regulated the most proteins in steroid hormone, EMT, cell cycle, PI3K/AKT and MAPK pathways. Furthermore, miR-124 coordinately regulated TSC2/mTOR and cell cycle proteins. MiR-665 was one of the top regulatory miRNAs in multiple pathways in our screen, regulating the levels of proteins in the metabolism, MAPK, RTK, TSC2/mTOR, cell adhesion, PI3K/AKT, cell cycle and DNA repair pathways. In addition, miR-555 was highly linked with the DNA repair, steroid hormone, RTK, MAPK, and apoptosis pathways. Despite having marked effects on the majority of proteins of cellular pathways in our functional screen, miR-555 and miR-665 are relatively understudied, with limited reports describing them in the literature.

### MiR-365a regulates chromatin modifiers

Multiple pathways in our screen were affected by expression miR-365a (Figure 5). MiR-365a expression is upregulated in breast tumors and is a potential circulating marker for estrogen receptor-positive breast tumors.^15^ Previous studies demonstrated that miR-365a targets BCL2 and cyclin D,^16,17^ NKX2-1,^18,19^ and HDAC4.^20^ In the present study, we found that miR-365a functional regulated steroid hormone, EMT, cell cycle, PI3K/AKT, and MAPK pathways. Given the observed pleiotropic effect of miR-365a, we performed gene ontology-based analysis of targets of miR-365a that are bound by argonaute in argonaute cross-linked immunoprecipitation and next-generation sequencing (AGO-CLIP-seq) cell line experiments^21^ and found a strong association with chromatin modification pathways (Figure 6a,b). Experimental analysis of changes in mRNA expression demonstrated that overexpression of miR-365a in MDA-MB-231 and SKOV3.ip1 cells resulted in downregulation of expression of mRNAs for many chromatin modifiers (Figure 6c) and coordinated upregulation of histone H3 acetylation (Figure 6d).

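Changes in mRNA expression were measured after transfection of a miR-365a-3p mimic or a control miRNA into MDA-MB-231 cells, a human breast cancer line, and SKOV3 cells, a human ovarian cancer line. The sample labels name the ovarian line SKOV3, and the paper names its derivative SKOV3.ip1. Each group had 3 arrays, except for the SKOV3 controls with 2 arrays, which makes 11 arrays in all. The labels place the arrays at 48 h after transfection, the description of the series gives 24 h, and the paper's text states no time for the arrays. Supplementary Table 3 lists miR-365 with the mature sequence UAAUGCCCCUAAAAAUCCUUAU. RNA was amplified to biotin-labelled cRNA and hybridized in 1 colour to Illumina BeadChips, whose probes are carried on beads. According to the methods, the authors quantile normalized the data with lumi, and the deposited values give 1 number for each of 31325 gene symbols. The range of the values is that of a log2 scale with a floor, but whether the transformation was log2 or lumi's variance-stabilizing transformation is not stated, nor is the rule that combined probes into genes or any background correction. Most genes lay close to the floor. The median of an array was between 7.35 and 7.41, and the highest value was between 13.45 and 14.53. The number of arrays limits the precision, since no detection values were used here.
The arrays did not share a common distribution of deposited values. In MDA-MB-231 cells, the 75th percentile was 7.62 ± 0.05 (SD, n = 3) with miR-365a-3p and 7.91 ± 0.04 (SD, n = 3) with control miRNA. In SKOV3 cells, it was 7.74 ± 0.06 (SD, n = 3) with miR-365a-3p and 8.01 ± 0.04 (SD, n = 2) with control miRNA. The difference had a p of 0.005 in an exact permutation test of the treatment within cell lines, two-sided, which is the smallest p that the 200 arrangements allow. The 99th percentile went the other way, with 12.56 ± 0.07 (SD, n = 3) against 12.30 ± 0.02 (SD, n = 3) in MDA-MB-231 cells and 12.44 ± 0.04 (SD, n = 3) against 12.26 ± 0.07 (SD, n = 2) in SKOV3 cells. For this reason the deposited values were quantile normalized across the 11 arrays before the groups were compared. This step assumes that the difference between the distributions was technical. That was not tested, and the difference coincided with the treatment, so counts on the deposited values are given as well. A linear model with a mean for each of the 4 groups was then fitted to every gene with limma, and Benjamini-Hochberg adjusted p-values under 0.05 were called. A fold change is given as the mean of the miR-365a-3p arrays minus the mean of the control arrays on this scale. It understates the change of a gene whose signal reaches the floor.

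**Figure D1:**
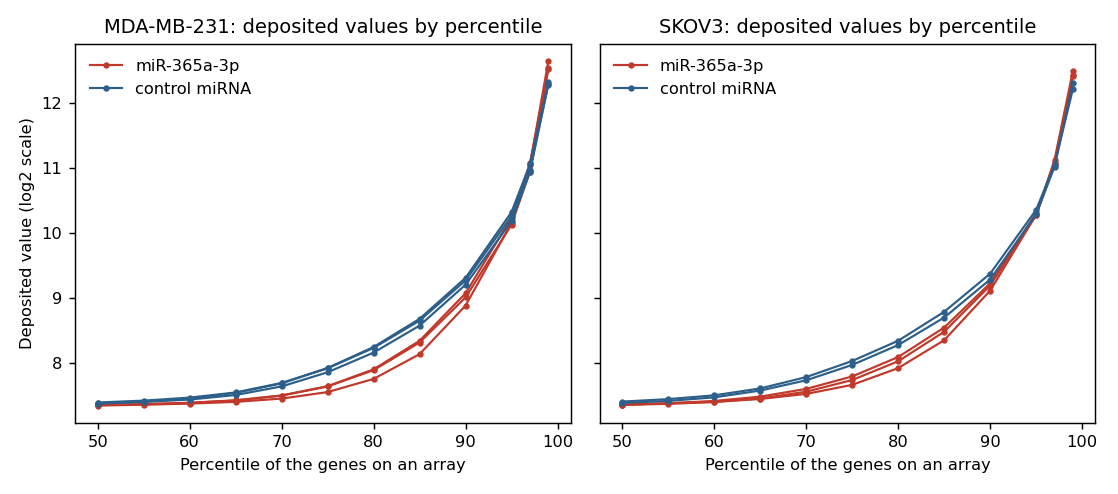
Deposited values (y axis, log2 scale) at percentiles of the genes on each array (x axis), with a line per array, MDA-MB-231 cells in the left panel and SKOV3 cells in the right panel. At the 75th percentile the miR-365a-3p arrays lie between 7.56 and 7.80 and the control arrays between 7.86 and 8.04.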

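Fig. 6c names 43 genes, and each is listed by its symbol in the deposited values. After quantile normalization, 28 of the 43 genes had a lower mean with miR-365a-3p than with control miRNA in MDA-MB-231 cells, 23 in SKOV3 cells and 20 in both. The fall passed the threshold of limma with Benjamini-Hochberg adjustment for 18 genes in MDA-MB-231 cells and 10 in SKOV3 cells, of which 8 passed in both. Adjusted over the list alone, 18 genes fell in MDA-MB-231 cells, 12 in SKOV3 cells and 10 in both. On the deposited values without further normalization, an alternative chosen after seeing the data, 33 genes were lower in MDA-MB-231 cells, 31 in SKOV3 cells and 30 in both, and the fall was called for 25, 17 and 14 of them. Without SKOV3 control replicate 2, the fall was called for 5 genes in SKOV3 cells and for 5 in both.
The genes that fell in both cell lines were PHF15 (now named JADE2), CHD8, TCF3, BPTF, HDAC4, MYST3 (now named KAT6A), EP400 and USP3. HDAC4, a histone deacetylase, fell from 8.45 ± 0.20 (SD, n = 3) to 7.37 ± 0.05 (SD, n = 3) in MDA-MB-231 cells, a log2 fold change of -1.08 (standard error 0.095, adjusted p = 9.16e-05 from limma). In SKOV3 cells it fell from 8.16 ± 0.11 (SD, n = 2) to 7.41 ± 0.08 (SD, n = 3), a log2 fold change of -0.75 (standard error 0.11, adjusted p = 0.00208 from limma). CHD8, a chromatin remodeller, had log2 fold changes of -0.78 (standard error 0.053, adjusted p = 2.8e-05 from limma) in MDA-MB-231 cells and -0.72 (standard error 0.059, adjusted p = 0.000138 from limma) in SKOV3 cells. EP400, a subunit of a histone acetyltransferase complex, changed by -0.63 (adjusted p = 0.000997 from limma) and -0.72 (adjusted p = 0.00184 from limma). For each of these 3 genes, every miR-365a-3p array was below every control array of its cell line, with an exact permutation p of 0.005. With each array left out in turn, the log2 fold change of HDAC4 stayed between -1.19 and -0.99 in MDA-MB-231 cells and between -0.81 and -0.65 in SKOV3 cells.
Of the 8 genes, PHF15, CHD8, TCF3, HDAC4 and EP400 kept the call in both cell lines with each array left out and under each alternative set before the data were examined. BPTF changed by -0.145 (adjusted p = 0.00311 from limma) in MDA-MB-231 cells and by -0.142 (adjusted p = 0.0112 from limma) in SKOV3 cells, close to the floor of the arrays. In SKOV3 cells, BPTF and MYST3 were no longer called without control replicate 2 (adjusted p = 0.133 and 0.0891 from limma), nor was BPTF with a replicate block (adjusted p = 0.0827 from limma) or MYST3 with each cell line fitted alone (adjusted p = 0.0773 from limma). USP3 was not called in SKOV3 cells with a replicate block (adjusted p = 0.0659 from limma), with an intensity trend and robust hyperparameters (adjusted p = 0.0517 from limma), without miR-365a-3p replicate 1 (adjusted p = 0.0517 from limma), without miR-365a-3p replicate 3 (adjusted p = 0.0632 from limma), without control replicate 1 (adjusted p = 0.185 from limma) or without control replicate 2 (adjusted p = 0.0615 from limma). The miR-365a-3p arrays also differed from the controls in the balance between mRNAs of small and large proteins, and with this balance as a covariate, chosen after seeing the data, 0 of the 43 genes passed the adjusted threshold of limma for a fall in either cell line, while 5 had an unadjusted p under 0.05 in MDA-MB-231 cells, 5 in SKOV3 cells and 3 in both. The balance nearly coincides with the treatment, and the median standard error was larger by a factor of 3.5 in MDA-MB-231 cells and 2.5 in SKOV3 cells in this fit, so the lost calls do not show a smaller effect. The paper states from Fig. 6c that mRNAs for many chromatin modifiers were downregulated by miR-365a in both cell lines, together with the rise of histone H3 acetylation in Fig. 6d, which the arrays did not measure.

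**Figure D2:**
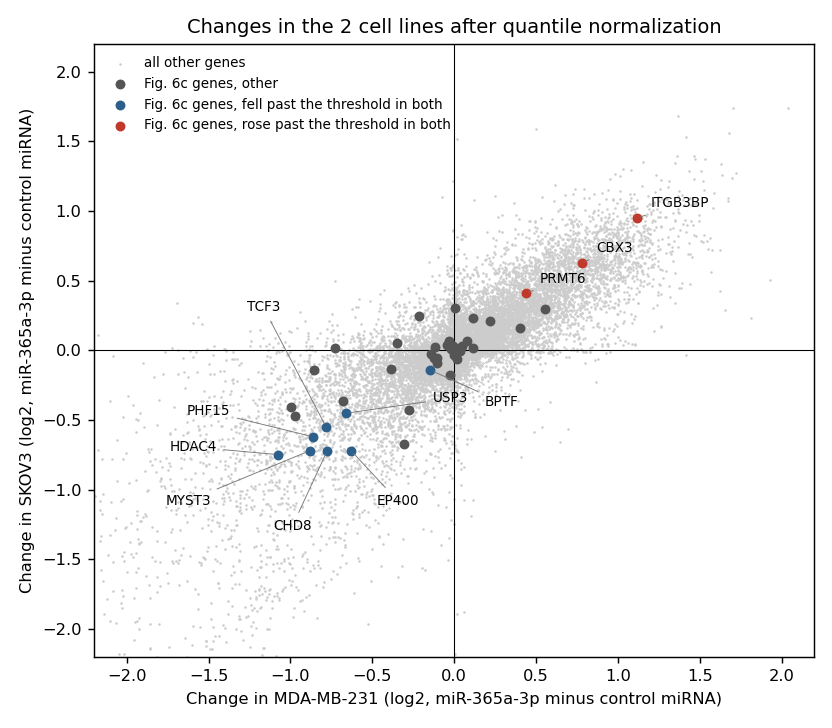
Log2 fold change (miR-365a-3p minus control miRNA, after quantile normalization) in MDA-MB-231 cells (x axis) and in SKOV3 cells (y axis), with 1 point per gene and genes outside the axes not drawn. The 8 labelled genes in blue fell and the 3 in red rose past the threshold in both cell lines, and the other genes of Fig. 6c are dark grey.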

We performed a survival analysis to determine whether miR-365a expression is associated with cancer patient clinical outcomes. Expression of miR-365a in several cancer types in The Cancer Genome Atlas data was markedly associated with poor patient survival (Figure 6e). Previous studies and our present results demonstrated miR-365a involvement in numerous critical functional pathways underscored the importance of this miRNA in cancer. We thus examined the functional consequences of miR-365a expression on the growth of tumor cells *in vivo*. Treatment with miR-365a antimir (anti-miR-365a) incorporated in dioleoylphosphatidylcholine nanoliposomes of SKOV3.ip1 tumor-bearing mice resulted in marked reductions in tumor weight and nodule number (Figure 6f), which is consistent with miR-365a having a major role in tumor progression.

## Discussion

miRNA regulation of gene expression is important in determining cell fate and maintaining cellular homeostasis.^22^ In the present study, we grouped 879 miRNAs into five clusters based on their similarity in regulating phosphoprotein and total protein levels. The miRNAs in cluster 2 downregulated cell cycle protein levels, inhibited cell proliferation, and had the most consistent functional effects across the three cell lines. Many cluster 2 miRNAs, such as miR-124 and miR-34, are implicated as tumor suppressors by inhibiting cell cycle progression and proliferation.^7,23^ By focusing on the functional regulation of critical proteins in important pathways, we identified miRNAs with similar functional effects and shared tumor-suppressive qualities.

Analyzing changes in the phosphorylation levels for signaling proteins induced by miRNA perturbations, we were able to infer connectivity among constituents of cellular signaling networks (Figure 3). The inferred networks captured many well-known molecular links as well as novel, cell line-specific and mutation-specific network interplay. Furthermore, we identified miRNAs responsible for modulating activity in these inferred pathways (Figure 4).

A recent study demonstrated that miRNAs regulate mRNAs predominantly via transcript destabilization and degradation.^24^ However, mRNA-level studies cannot capture the indirect effects of miRNAs on protein levels owing to translational inhibition as well as indirect or integrative effects on protein stability or post-translational modification. Indeed, from our RPPA screen we observed that each miRNA produces a marked change in the abundance of about 20% of the total proteins measured (Supplementary Figure 7), more than what would be expected by direct targeting. The mechanisms and roles of miRNAs in various diseases will become clearer and more comprehensive as novel methods of proteomic profiling of the effects of miRNAs emerge and become robust.^25–28^

We have shown that miRNAs modulate protein levels, signaling pathways and cell cycle progression. We identified miR-365, miR-555 and miR-665 as important regulators of multiple cellular pathways—miR-365 being previously implicated in cancer pathophysiology.^15,17,18,29^ 

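On the arrays of MDA-MB-231 and SKOV3 cells transfected with miR-365a-3p, the changes reached far beyond chromatin modifiers. Of the 31325 genes, 4511 rose and 3663 fell past the threshold of limma in MDA-MB-231 cells, and 2270 rose and 2228 fell in SKOV3 cells. In both cell lines, 1805 genes rose, 1689 fell and 23 changed in opposite directions. Across genes, which are not independent replicates, the changes in the 2 cell lines were correlated with a Pearson r of 0.827 and a Spearman rho of 0.638. The 2 comparisons shared no control arrays. The 99 other ways to split the arrays within both cell lines gave a median correlation of 0.611 in size and up to 0.854. In each of them the share of miR-365a-3p arrays still differed between the sides in both cell lines. A shared response would correlate these splits too, so they cannot decide whether chance gave the 0.827. The miR-365a-3p arrays with the same replicate number also deviated together across the cell lines, with correlations of 0.70, 0.31 and 0.34. The split between rises and falls depended on the scaling of the arrays. Falls made up 44.8% of the called genes in MDA-MB-231 cells and 49.5% in SKOV3 cells, but 71.2% (5620 of 7895) and 78.6% (4401 of 5602) on the deposited values, on which 3177 genes fell and 923 rose in both cell lines. Centring each array on its median gave 59.1% and 67.7%. The number of genes called in SKOV3 cells, 4498 in all, was 2250 without control replicate 1 and 1769 without control replicate 2, and the genes changed in both cell lines then numbered 1079 and 946 that fell, 722 and 513 that rose, and 9 and 12 with opposite signs.
The largest falls shared by both cell lines were those of MYH9, ZFP36L1, AXL, FAM120A and EPN1. MYH9, which encodes a myosin heavy chain, changed by -3.67 (standard error 0.20, adjusted p = 1.02e-05 from limma) in MDA-MB-231 cells and -3.42 (standard error 0.23, adjusted p = 4.64e-05 from limma) in SKOV3 cells. AXL, a receptor tyrosine kinase, changed by -3.80 in MDA-MB-231 cells and -2.435 in SKOV3 cells, where it was not called without control replicate 1 (adjusted p = 0.0607 from limma), without control replicate 2 (adjusted p = 0.0691 from limma) or with each cell line fitted alone (adjusted p = 0.0648 from limma). The largest shared rises were those of MIR1974, MNAT1, RRAS2, SNHG6 and SNORD16. RRAS2, which encodes a RAS-related GTPase, rose by 1.70 (standard error 0.048, adjusted p = 7.41e-07 from limma) in MDA-MB-231 cells and by 1.74 (standard error 0.053, adjusted p = 1.42e-06 from limma) in SKOV3 cells. MIR1974 was not called in SKOV3 cells without control replicate 1 (adjusted p = 0.0949 from limma) or without control replicate 2 (adjusted p = 0.107 from limma). Of these 10 genes, only RRAS2 was still called in both cell lines with the balance between mRNAs of small and large proteins as a covariate, which also enlarged the standard errors. Among common control genes, ACTB changed by -3.28 in MDA-MB-231 cells and -2.59 in SKOV3 cells, and TUBB by -1.41 and -1.03. HPRT1 rose by 0.52 and 0.78, and GUSB, PGK1, PPIA and TBP were called in neither cell line. B2M, EEF1A1, GAPDH, SDHA and YWHAZ were called in MDA-MB-231 cells only. Whether such large changes are a response to miR-365a-3p or come from RNA quality or amplification stays open.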

Our analysis demonstrated that miR-365 exerts pleiotropic effects by targeting multiple gene transcripts including regulatory genes, such as chromatin modifiers. Interestingly, the clustering of miR-365a with other cluster 2 miRNA is likely due to its regulation of cell cycle proteins. However, the proliferation of MDA-MB-231 and SKOV3.ip1 cells is not decreased by miR-365a in 2D cultures (Supplementary Figure 8), unlike the majority other cluster 2 miRNAs. MiR-365a regulates many pathways besides the cell cycle owing to its high level regulation of genes via regulation of chromatin modifiers. The effect of miR-365a upregulation may be context specific as demonstrated by the opposite association with survival in uterine cancer patients and differential association with survival in breast cancer subtypes.

Our unbiased systems level analysis of miRNA-induced changes in the levels of a select set of proteins and phosphoproteins demonstrated that a single robust proteomic screen can both recapitulate much of the previously demonstrated biology and provide important insight into new miRNA-protein interactions and regulatory features of cancer signaling pathways. The data presented herein include those on numerous biologically significant miRNA-induced alterations in different pathways that can be further examined in detail for the identification of potential clinical biomarkers of cancer or miRNAs as therapeutics. With the recent initiation of clinical trials of miRNAs,^30^ understanding the functional effects of miRNAs on biological pathways will be important in successfully capitalizing on the promise of this novel technology.

## Figures and Tables

**Figure 1:**
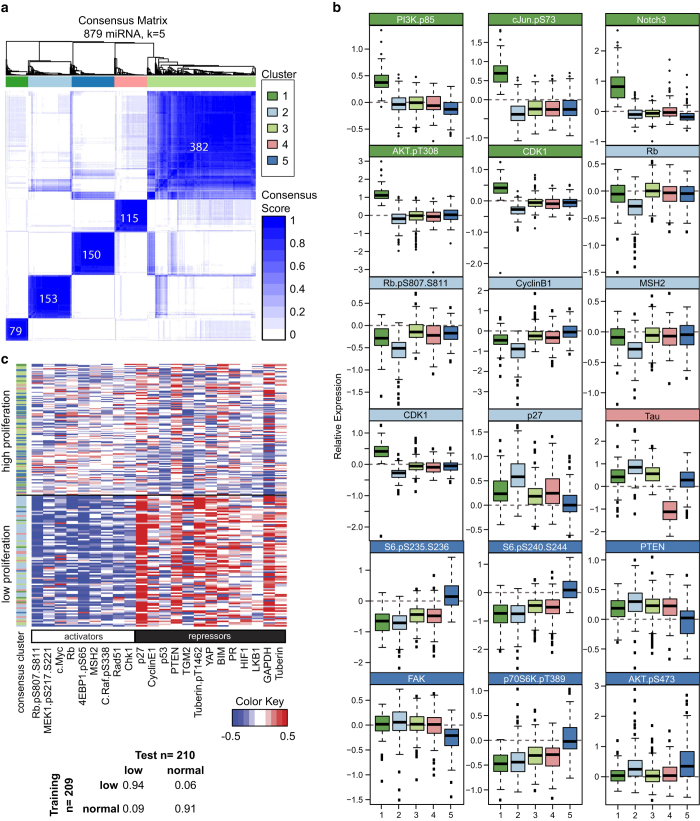
Consensus clustering of miRNAs according to their functional roles in regulating cancer pathways. (**a**) Heatmap of miRNA consensus clusters and the number of miRNAs in each cluster. (**b**) Box-whisker plots of discriminatory proteins in the first screen regulated by miRNA clusters. Cluster 1 miRNAs (dark green) upregulated PI3K/AKT, Notch and c-Jun signals. Cluster 2 miRNAs (light blue) regulated the levels cell cycle proteins. Cluster 4 miRNAs (pink) downregulated Tau levels. Cluster 5 miRNAs (dark blue) upregulated the mTOR pathway. (**c**) Heatmap of the fold change in levels of protein activators and repressors. Each row represents a miRNA-transfected observation, and each column represents a protein. The miRNAs are grouped according to their effect on cell proliferation. Table inset, confusion matrix of a SVM model predictors of cell number changes.

**Figure 2:**
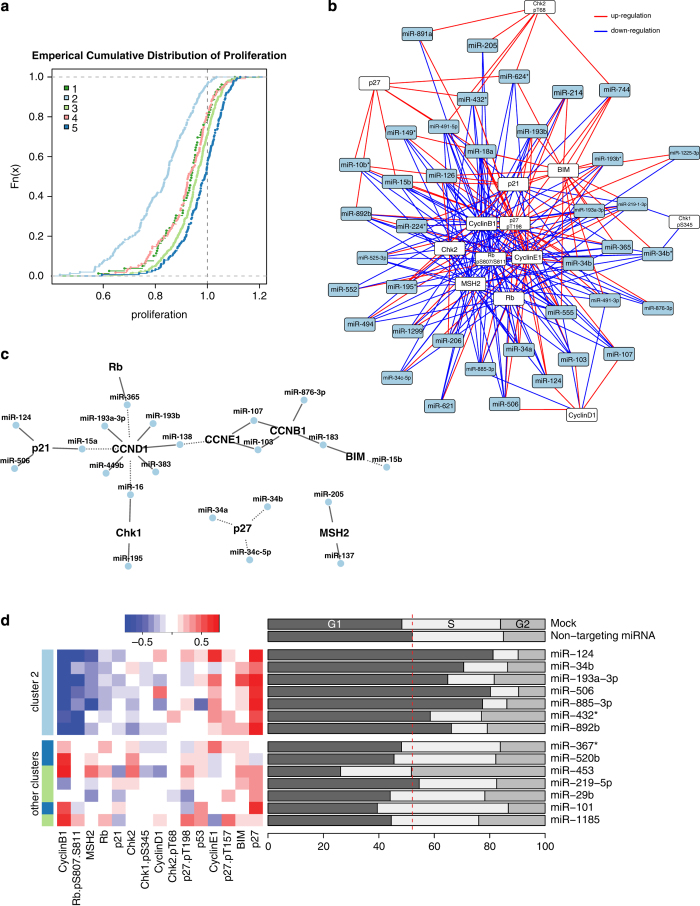
Regulation of cell cycle proteins and induction of decreased proliferation of cancer cells by cluster 2 miRNAs. (**a**) Distribution of the relative change in cell number for all miRNAs grouped by cluster. Cluster 2 miRNAs decreased the number of MDA-MB-231 cells after 48 h more so than did miRNAs in the other clusters. (**b**) Network of miRNA regulators of cell cycle proteins. (**c**) Direct interactions network of miRNA of cell cycle proteins. Each miRNA–protein edge is a predicted interaction with observed changes in our screen. Solid edges indicate down-regulation of protein levels and solid edges indicate upregulation. (**d**) Heat map and cell cycle distributions of representative miRNAs in cluster 2.

**Figure 3:**
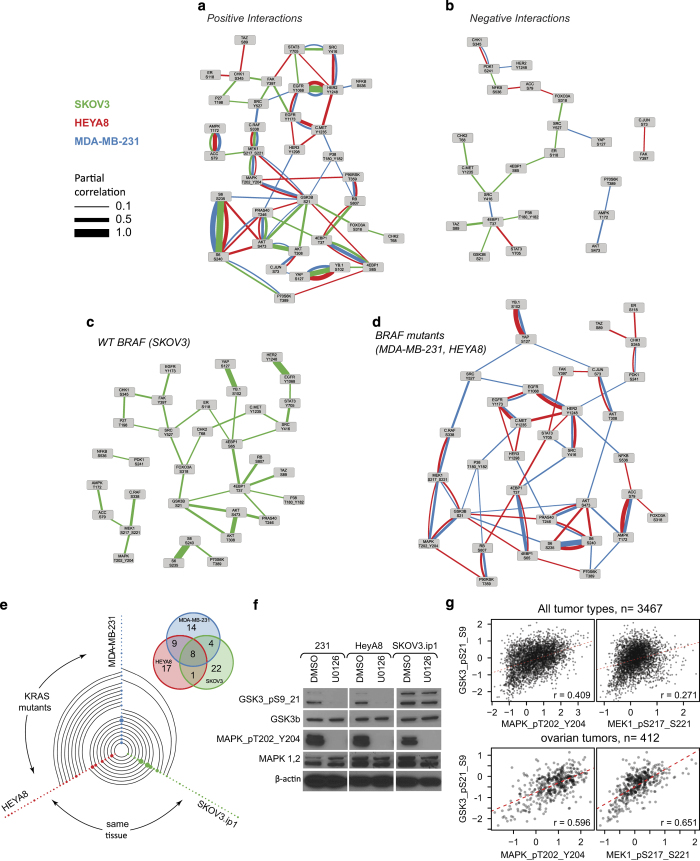
*De novo* phosphoprotein networks. (**a**,**b**) Positive and negative interplay between phosphoprotein components of signaling networks as estimated by graphical network modeling of miRNA perturbation data specific to the cell lines shown. (**c**,**d**) Differences in signaling networks between cell lines with differing KRAS and BRAF mutational statuses. (**e**) Hive plot of the phosphoprotein links in each cell line (node) and the common links among the cell lines (edges). Inset, Venn diagram of the common links across all three cell lines. (**f**) Western blot analysis of the effect of the MEK inhibitor U0126 on ERK and GSK3β phosphorylation in the three cell lines. (**g**) Scatter plots demonstrating correlation between MEK, ERK, and GSK3β phosphorylation in The Cancer Genome Atlas (TCGA) pancancer and ovarian tumor samples.

**Figure 4:**
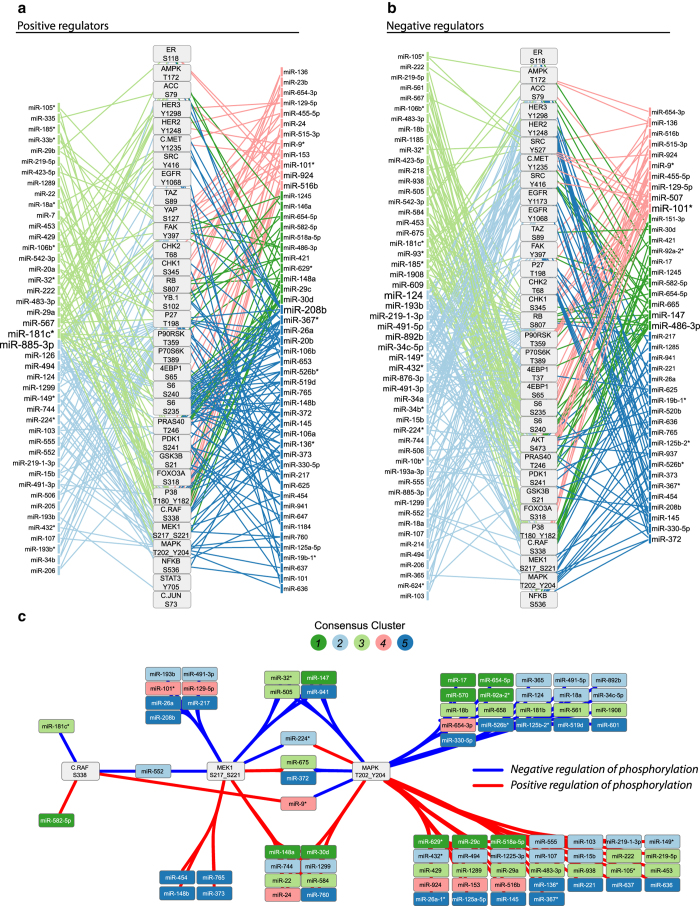
MiRNA regulators of phosphoprotein networks. Negative (**a**) and positive (**b**) miRNA regulators of phosphoprotein are shown. The miRNA-phospho protein edges were determined according to the secondary screen wherein an miRNA markedly downregulates or upregulates a phosphoprotein in at least two of the three cell lines. Only those miRNAs that regulated more than one phosphoprotein in the network are displayed in **a** and **b**. Edges are colored by miRNA cluster and the miRNA label font is sized relative to the number of phosphoproteins it regulates. (**c**) Network of positive and negative miRNA regulators of phosphorylation in Raf-MEK-ERK signaling. Edges are determined as in **a** and **b**. The nodes are grouped and the edges bundled by common regulation of the ERK signaling module.

**Figure 5:**
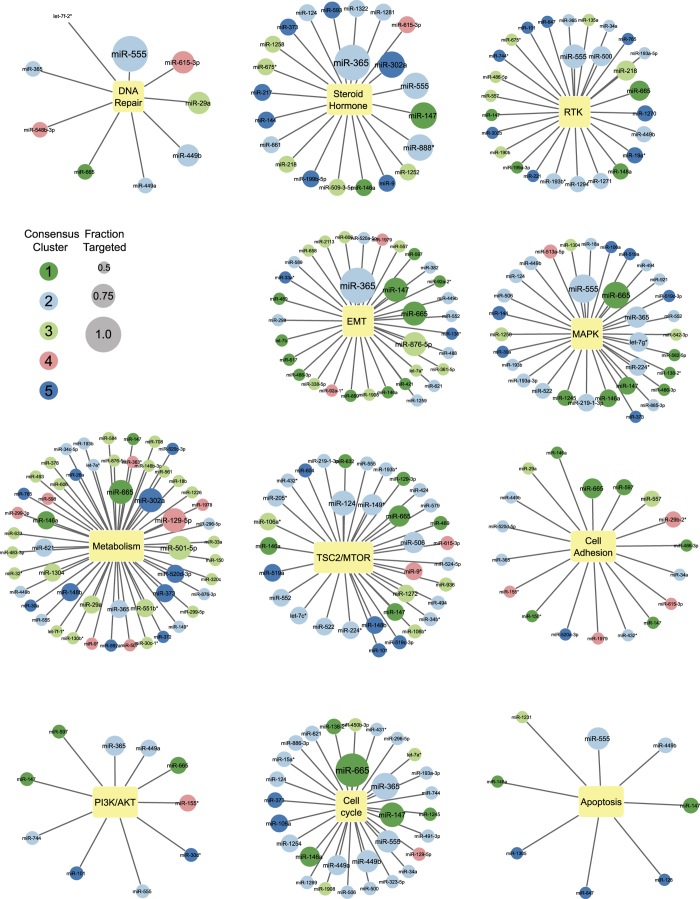
Key miRNA regulators of cancer pathways. Networks of miRNAs that regulate >50% of the proteins in given functional pathways are shown. The miRNAs are colored by consensus cluster, and the miRNA nodes were scaled according to the fraction of proteins regulated in the pathway.

**Figure 6:**
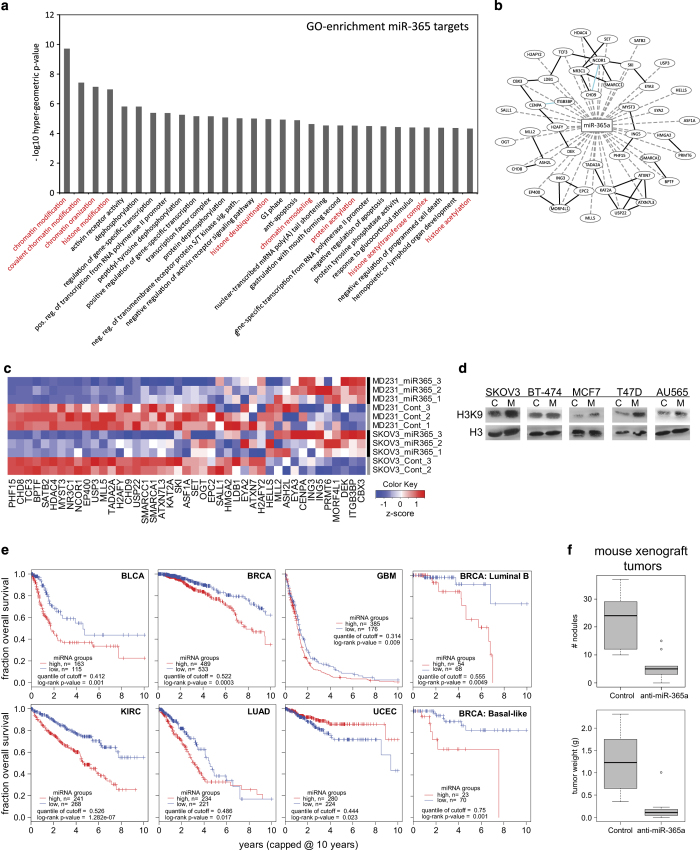
MiR-365a-3p regulates chromatin modifiers and is associated with poor outcome of cancer patients. (**a**) Gene ontology-based analysis of mRNA targets of miR-365a-3p. These are predicted mRNA targets with evidence of binding by the argonaute from AGO-CLIP-seq data from multiple cell lines. (**b**) Network of predicted and validated targets of miR-365a-3p. (**c**) Heat map of the fold change in expression of genes in **b** after transfection of SKOV3.ip1 and MDA-MB-231 cell lines with miR-365a-3p. (**d**) Increased histone H3 acetylation of lysine 9 in cell lines after miR-365a-3p transfection. (**e**) Kaplan–Meier plots of the overall survival of The Cancer Genome Atlas (TCGA) patients with several different cancers grouped according to miR-365a-3p expression. (**f**) Box–whisker plot of the results of the growth of xenograft human tumor cells (SKOV3.ip1) grafted into mice and treated with anti-miR-365a-3p incorporated into dioleoylphosphatidylcholine (DOPC) nanoliposomes.

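Some genes of Fig. 6c rose with miR-365a-3p, and CBX3, ITGB3BP and PRMT6 did so past the threshold in both cell lines. CBX3, a heterochromatin protein, rose from 8.24 ± 0.027 (SD, n = 3) to 9.02 ± 0.13 (SD, n = 3) in MDA-MB-231 cells (adjusted p = 0.000426 from limma) and from 8.14 ± 0.0061 (SD, n = 2) to 8.77 ± 0.19 (SD, n = 3) in SKOV3 cells (adjusted p = 0.00447 from limma). ITGB3BP rose by 1.11 (adjusted p = 0.00234 from limma) and 0.95 (adjusted p = 0.0167 from limma) on the log2 scale. PRMT6, an arginine methyltransferase, rose by 0.44 (adjusted p = 0.00161 from limma) and 0.41 (adjusted p = 0.00757 from limma). On the deposited values, CBX3 and ITGB3BP were called in both cell lines and PRMT6 in neither. ITGB3BP was not called in SKOV3 cells without control replicate 1 (adjusted p = 0.0854 from limma), without control replicate 2 (adjusted p = 0.127 from limma), with each cell line fitted alone (adjusted p = 0.0966 from limma) or after cyclic loess (adjusted p = 0.0501 from limma). PRMT6 was not called there without control replicate 2 (adjusted p = 0.0746 from limma), with each cell line fitted alone (adjusted p = 0.0621 from limma), with a replicate block (adjusted p = 0.0643 from limma) or with an intensity trend and robust hyperparameters (adjusted p = 0.0596 from limma), nor in MDA-MB-231 cells with each array centred on its median (adjusted p = 0.236 from limma). For all 3, every miR-365a-3p array was above every control array of its cell line (exact permutation p = 0.005). With the balance between mRNAs of small and large proteins as a covariate, chosen after seeing the data, all 3 lost their calls in both cell lines. ITGB3BP then changed by -0.285 in MDA-MB-231 cells and -0.12 in SKOV3 cells, without a call. That covariate nearly coincides with the treatment and enlarged the standard errors, so the lost calls do not show a smaller effect.
Among the genes that fell past the threshold only in MDA-MB-231 cells were NR3C1, NCOR1, MLL5, H2AFY, CHD9, USP22, SMARCC1, SET and HELLS. The difference between the cell lines was itself called for HELLS, with a log2 fold change of -0.21 in MDA-MB-231 cells and 0.25 in SKOV3 cells (adjusted p of the difference = 0.0209 from limma). It was called for none of the other genes of Fig. 6c named here. The rise of HELLS in SKOV3 cells depended on the scaling. It was 0.071 (adjusted p = 0.692 from limma) on the deposited values and 0.109 (adjusted p = 0.425 from limma) with each array centred on its median. It was also not called with a replicate block (adjusted p = 0.141 from limma), with an intensity trend and robust hyperparameters (adjusted p = 0.114 from limma), without control replicate 1 (adjusted p = 0.156 from limma), without control replicate 2 (adjusted p = 0.151 from limma) or without miR-365a-3p replicate 2 (adjusted p = 0.0548 from limma). SMARCA1 and SALL1 fell past the threshold only in SKOV3 cells. The calls of MLL5, USP22, SET and HELLS in MDA-MB-231 cells and of SMARCA1 and SALL1 in SKOV3 cells were each lost when some single arrays were left out, with adjusted p up to 0.0853 for MLL5, 0.0604 for USP22, 0.0826 for SET, 0.0631 for HELLS, 0.216 for SMARCA1 and 0.322 for SALL1. Each of these calls was also lost with a replicate block, with adjusted p from limma of 0.101 for MLL5, 0.0819 for USP22, 0.0633 for SET, 0.101 for HELLS, 0.188 for SMARCA1 and 0.226 for SALL1. Under some alternatives, NR3C1, NCOR1, MLL5, H2AFY and CHD9 were called in SKOV3 cells too, and SMARCA1 in MDA-MB-231 cells. No change was called in either cell line for 18 of the 43 genes, of which 4 lay in the lowest 60% of signals in every group. For another 6 genes, the control means were above that band in both cell lines and the miR-365a-3p means within it, so that the measured fall is limited by the floor.

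**Figure D3:**
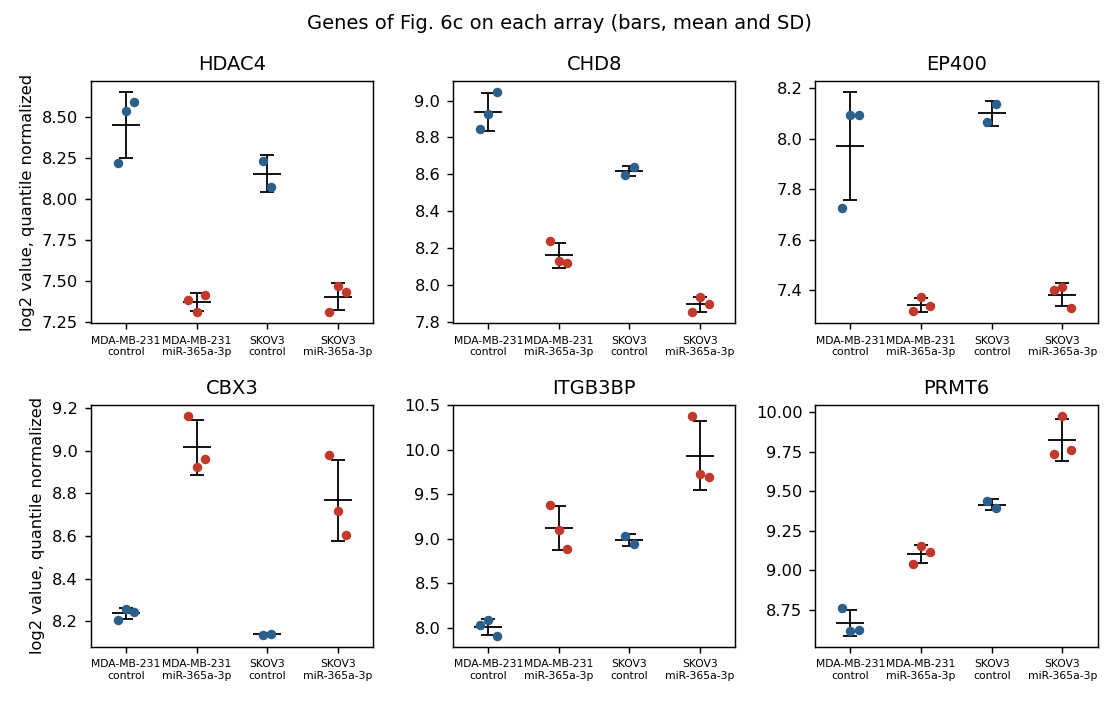
Quantile-normalized log2 value (y axis) of 6 genes of Fig. 6c on each array, by cell line and treatment (x axis), with a point per array and the mean and SD of each group as bars (n = 3, and n = 2 for SKOV3 controls). HDAC4, CHD8 and EP400 are lower and CBX3, ITGB3BP and PRMT6 higher with miR-365a-3p in both cell lines, without overlap between the treatments of a cell line.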

# Supplementary material for: Genome-wide perturbations by miRNAs map onto functional cellular pathways, identifying regulators of chromatin modifiers
**Source:** NPJ Syst Biol Appl. 2015 Sep 28;1:15001–. doi: 10.1038/npjsba.2015.1
**Supplement:** Supplementary Methods and Legends

**Supplementary Methods**

#### RPPA

The miRNA library screen (synthesized by Dharmacon) was performed on the reverse-phase protein array (RPPA) platform as follows. MDA-MB-231, SKOV3, and HEYA8 cell lines were seeded into the wells of 96-well plates at 5,000 cells per well. The cells were transfected with 50 nM miRNA and after 48 hours lysates were prepared as previously described [1](#_ENREF_1). Serially diluted cell lysates were transferred to nitrocellulose-coated FAST slides (Whatman) and each slide was probed with a primary antibody and a biotinylated secondary antibody. Signal was detected using a DAB colorimetric reactions and spot densities were determined using MiroVigene software package (<http://www.vigenetech.com/>). Protein concentrations were defined by fitting the sample dilutions by Super Curve Fitting (“Supercurve Fitting” developed by the Department of Bioinfomatics and Computational Biology in MD Anderson Cancer Center, “http://bioinformatics.mdanderson.org/OOMPA”). The protein concentrations were normalized by median centering across proteins and samples. Screen data is available at http://app1.bioinformatics.mdanderson.org/tcpa/_design/basic/download.html under the accession number TCPA00000001.

#### Cell Proliferation

MDA-MB-231 cells were transfected with miRNA mimics in our miRNA library as above. After 48 hrs of growth the relative proliferation was determined by adding 5ul of Cell Titer Blue Cell Viability Assay Reagent (Promega) to each well and incubate at 37°C for 2 hours. The resulting fluorescence was measured at 530nm Ex / 604nm Em.

### Statistical Analyses

#### Concensus Clustering

MiRNA were clustered by the changes elicited on protein levels in screen1 using only the 103 proteins common to the first and second screen. Consensus clustering was performed using R package ConsensusClusterPlus v1.18.0 [2](#_ENREF_2) with maxK = 15, 100 repititions and exlusion of 10% of items and variables during each iteration. Variable importance was measured using random forest classification. Each consensus cluster was classified relative to all other consensus clusters. Variable values were permuted and the out-of-bag (OOB) error rate was determined for each protein after permutation.

### *De novo* network estimation

*De novo* cell-line-specific phospho-protein signaling networks were inferred using statistical models known as Gaussian graphical models [3](#_ENREF_3). These models describe probabilistic relationships between variables using an undirected graph or network. Interplay between nodes is considered within a global, multi-dimensional framework through calculation of partial correlations, which quantify association between pairs of nodes while accounting for the effects of all other observed nodes. The number of parameters in these network models is large relative to the sample size (here, number of miRNA), resulting in the potential for over-fitting. Therefore, we estimated the networks using an l1-penalized approach known as graphical lasso [4](#_ENREF_4) that learns sparse networks. A parameter that controls the strength of the regularization, and therefore the sparsity of the resulting networks, was set (individually for each network) using the Bayesian information criterion (BIC). Since the units for each protein are arbitrary (depending on affinity and avidity of specific antibodies), for each cell line the data for each protein were log transformed and then standardized to have zero mean and unit variance prior to network inference.

### Western Blot Analysis

Cells were treated with miRNA or drugs in 96-well plates. The cells were lysed and proteins separated by PAGE then transferred to nitrocellulose membranes. Membranes were probed with primary antibodies and detected with HRP-conjugated secondary antibodies.

### TCPA protein correlation

RPPA measurements of TCGA pancan11 samples were downloaded from the The Cancer Protein Atlas (TCPA) website (<http://app1.bioinformatics.mdanderson.org/tcpa/_design/basic/index.html>). Pearson’s correlation tests between phospho-MEK and phospho-GSK3 or phospho-ERK and phospho-GSK3 were performed using the R statistical computing environment.

### Network visualization of miRNA-protein interactions

Interactions between miRNA and (phospho-)proteins in the screens were defined by the impact a miRNA had on a protein over control miRNA (see discrete data above). The miRNA-protein interactions were used to create networks using Cytoscape v3.1.0[5](#_ENREF_5).

#### Mouse xenograft tumor model

Twenty mice were given intraperitoneal injections of SKOV3 cells (10^6 cells per mouse). After 7 days the mice were treated with intraperitoneal injections of miRNA encapsulated in liposomes (5 μg/ mouse in 200 μl of PBS) twice a week until mice became moribund in either group. Half of the mice were treated with a control miRNA hairpin inhibitor and the other half were treated with the miR-365a hairpin inhibitor. The mice were sacrificed 30 days after the initial injection and the mouse body weight, tumor weight, tumor nodule count, location of metastases, and presence of ascites was measured.

Data were normalized

#### Data normalization

Data were normalized to correct for plate to plate variation(3). For MDA-MB-231 screen 1, the expression levels of proteins were normalized with respect to the mean of the expression levels for the controls (mock and negative). This gives the fold change data FPij for observation i and protein j for j=1,…,n where n is the number of proteins. The discrete data can then be computed as follows:

For antibody j, compute the fold change standard deviation FSTDj for the fold change data of the 44 controls. If | FPi,j –1 | > 2.33×FSTDj, then expression level is 2% significantly low/high.

The data can be converted into discrete form by setting Discrete Protein expression:

DPi,j = -1, if | FPi,j –1 | ≤ -2.33×FSTDj

DPi,j= 0, if | FPi,j –1 | > -2.33×FSTDj and | FPi,j –1 | < 2.33×FSTDj

DPi,j = 1, if | FPi,j –1 | ≥ 2.33×FSTDj

For the cell lines in the second screen, the fold change of protein expression levels can be determined as above, but due to the lower number of controls, the standard deviation of the controls from the first screen was used to transform the continuous fold change data into discrete data as above.

#### Support Vector Machine

SVM analysis was used to predict proliferation from expression levels of proteins. Since the number of proteins is large, we applied principle component analysis (PCA) to reduce the dimension of the data. After reduction of this data dimension, we classified proliferation into 2 classes: Group 1 and Group 2. Group 1 consists of all miRNAs for which proliferation values are greater than the lowest 5% of control proliferation values. The rest, for the initial classification, become part of Group 2. By applying the leave one out method, and testing the SVM model using SVM-light and Radial basis as Kernel, we found a test error of greater than 20% and hence no good SVM model fitted this data well. We therefore sub-divided group 2 to obtain 3 classes: ‘normal-proliferation group’ (group 1), medium-low-proliferation group (group 2) and low-proliferation group (group 3). We tried six-different divisions as below:

1, the samples of lowest 5% proliferation are in the “low” group, others except the “normal” samples in “medium low” group.

2, the samples of lowest 10% proliferation are in the “low” group, others except the “normal” samples in “medium low” group.

3, the samples of lowest 20% proliferation are in the “low” group, others except the “normal” samples in “medium low” group.

4, the samples of lowest 30% proliferation are in the “low” group, others except the “normal” samples in “medium low” group.

5, the samples of lowest 40% proliferation are in the “low” group, others except the “normal” samples in “medium low” group.

6, the samples of lowest 50% proliferation are in the “low” group, others except the “normal” samples in “medium low” group.

We then trained and tested on only group 1 (normal) and group 3 (low). In order to estimate the model feasibility, we computed the confusion matrix as below:

1, Denote NN and NL respectively the size of “normal” group and “low” group.

2, Count the number of “normal” group classified to class “normal” and “low”, denote as NNN and NNL; Count the number of “low” group classified to class “normal” and “low”, denote as NLN and NLL.

3, Calculate the confusion matrix as below:

CM=

and gives the relative error for each group.

The results showed that the 2nd division, lowest 10% (low group, size=88) as group 3, gives the smallest test error (Figure 2D). The average test error=7.5%, which is acceptable.

#### Transistion Matrix Analysis

To compare the stability between the screens for the same cell line we used a transition matrix analysis. For the discrete data of screen i, i=1, 2, we computed the numbers NBi, NRi and NWi for data points with value -1 (blue), 1 (red) and 0 (white) respectively. The transition matrix then computes the proportions from blue/red/white in screen i to blue/red/white in screen j. Let BB denote the number of blue to blue, BR: blue to red, BW: blue to white, RB: red to blue, RR: red to red, RW: red to white, WB: white to blue, WR: white to red, and WW: white to white. The transition matrix Tij from screen i to screen j is then given as below:

Tij =

If the diagonals are all close to 1, the miRNA effect of the 2 screens is stable. The percentage of stability from screen i to screen j can then be computed as the ratio (GG + RR + BB)/(NGi + NRi + NBi). We get 78% stability from screen 1 to screen 2 for MDA-MB-231 cell line.

**Supplementary Figure Legends**

Supplementary Figure 1. Diagram of the number of miRNA screened by RPPA and the number of proteins in the functional pathways. Each protein is not unique to any one functional pathway.

Supplementary Figure 2. Well-studied miRNA families cluster together by unsupervised hierarchical clustering. Selected miRNA from screen1 were clustered using Euclidean distance and average linkage. The let-7, miR-17-93, and miR-200 families co-cluster based on their similar effect upon the proteins screened.

Supplementary Figure 3. Consensus clustering K selection. (a) Cumulative distribution function (CDF) plots of consensus scores from the K’s sampled to cluster the miRNA in screen1. (b) Change in area under the CDF curve from K-1 to K. K= 5 was chosen by parsimony as it was the smallest K to result in a small relative change in area under the CDF. Plots are output from the R-package ConsensusClusterPlus.

Supplementary Figure 4. Consistency of miRNA-protein regulation across screens and cell lines. (a) Scatterplot of the fraction of up- and down-regulated proteins for each miRNA determined by Markov transition matrix. (b) Fraction of like-transitions from screen1 to screen2. (c) Box-and-whisker plots of relative protein levels changes by miRNA in functional clusters from screen2 and across 3 cell lines. Shown are the top proteins regulated by cluster 2 miRNA (light blue) and cluster 5 miRNA (dark blue).

Supplementary Figure 5. Correlation in fold-change data across screens 1 and 2. Shown are scatterplot representations of the fold-change in protein for matched miRNA perturbations in MDA-MB-231 cells in screen1 and screen2. Each point in the scatterplot represents the miRNA used to perturb the cell and is colored by the consensus cluster to which the miRNA belongs. The Pearson’s correlation estimate (r) is shown for each plot.

Supplementary Figure 6. Protein correlation with cell proliferation. (a) List of potential activators and repressors from RPPA. (b) Display of correlation between proliferation and protein expression level for two proteins.

Supplementary Figure 7. Waffle plot representing the number of possible miRNA-total protein interactions that can be detected in the first screen. miRNA-protein interactions were separated according to whether or not the interactions were predicted by TargetScan. Predicted targets were available for 679 of the 879 miRNA screened. There are 58,394 binary interactions for 679 miRNA and 86 total proteins. Of the total possible interactions, 2,568 are predicted by TargetScan. Shown are the discretized results between predicted/non-predicated targets and 86 total protein levels.

Supplementary Figure 8. Plot of cell proliferation results from SKOV3.ip1 cells transfected with a non-targeting miRNA control, miRNA-365a or a miRNA-365a hairpin inhibitor.

Supplementary Table 1. Details of the number of miRNAs, proteins and the cell lines used in the two screens performed in this study.

Supplementary Table 2. List of antibodies used in this study and their sources.

Supplementary Table 3. List of miRNAs in library used in this study. miRNAs are labeled by their consensus cluster.

**References**

1 Lu, Y. *et al.* Kinome siRNA-phosphoproteomic screen identifies networks regulating AKT signaling. *Oncogene* **30**, 4567-4577, doi:10.1038/onc.2011.164 (2011).

2 Wilkerson, M. D. & Hayes, D. N. ConsensusClusterPlus: a class discovery tool with confidence assessments and item tracking. *Bioinformatics* **26**, 1572-1573, doi:10.1093/bioinformatics/btq170 (2010).

3 Rue, H. v. & Held, L. *Gaussian Markov random fields : theory and applications*. (Chapman & Hall/CRC, 2005).

4 Friedman, J., Hastie, T. & Tibshirani, R. Sparse inverse covariance estimation with the graphical lasso. *Biostatistics* **9**, 432-441, doi:10.1093/biostatistics/kxm045 (2008).

5 Shannon, P. *et al.* Cytoscape: a software environment for integrated models of biomolecular interaction networks. *Genome research* **13**, 2498-2504, doi:10.1101/gr.1239303 (2003).

# Supplementary material for: Genome-wide perturbations by miRNAs map onto functional cellular pathways, identifying regulators of chromatin modifiers
**Source:** NPJ Syst Biol Appl. 2015 Sep 28;1:15001–. doi: 10.1038/npjsba.2015.1

Supplementary Figure 1.

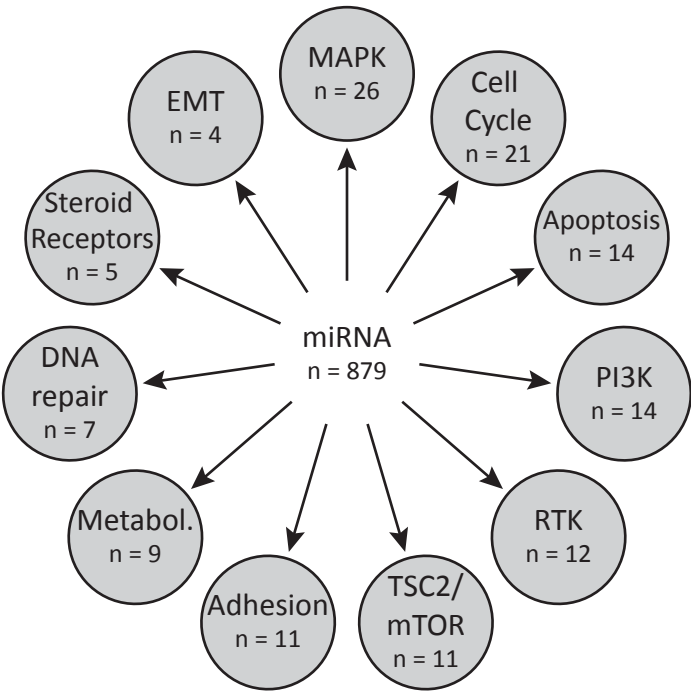

Supplementary Figure 2

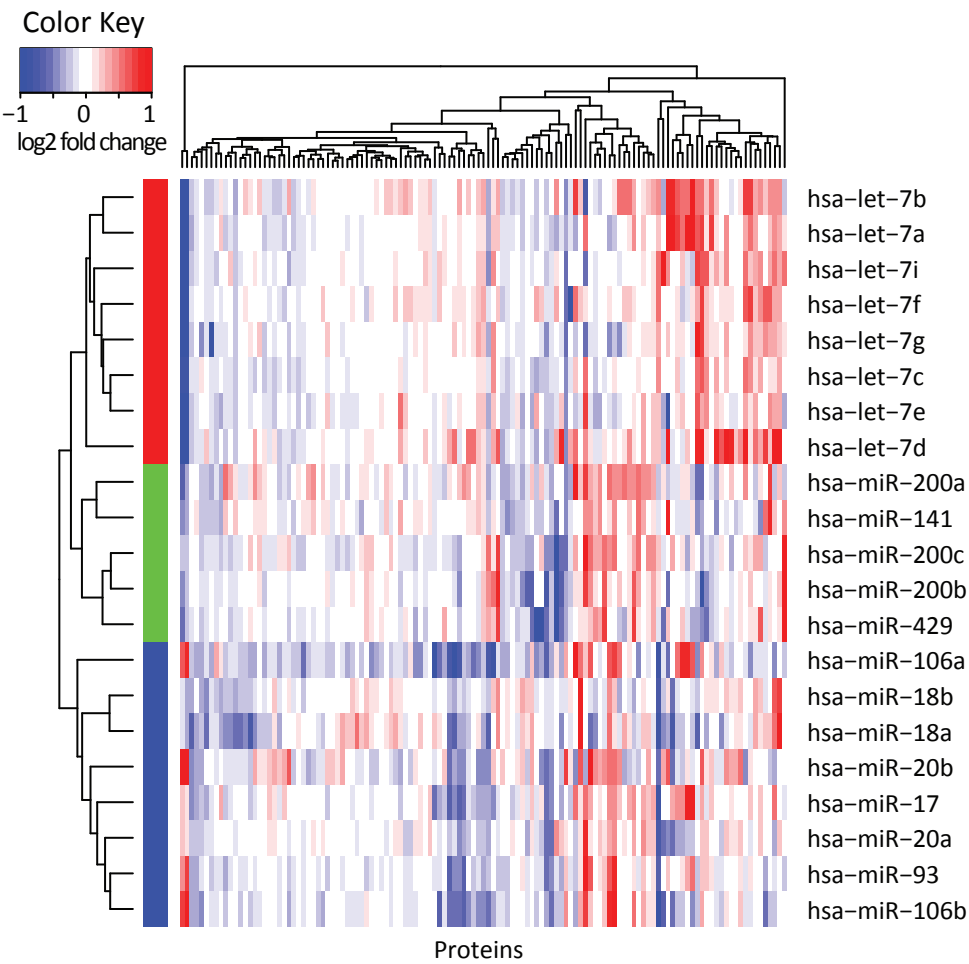

# Supplementary Figure 3

(a)

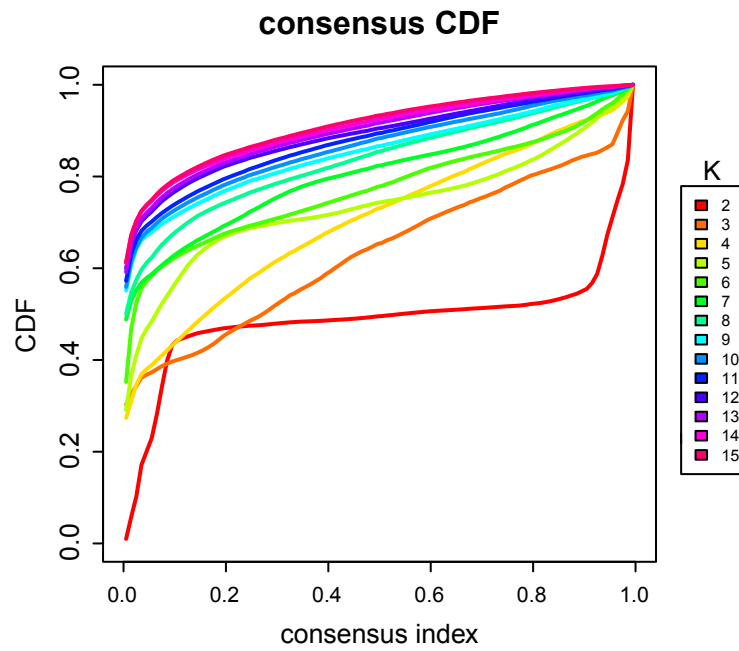

(b)

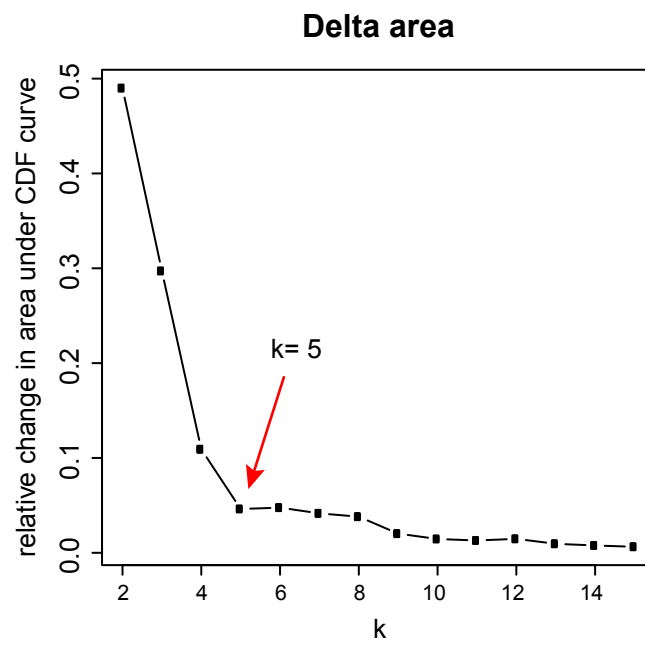

Supplemental Figure 4.

(a) Average transition matrix from MDA-MB-231 1<sup>st</sup> to MDA-MB-231 2<sup>nd</sup> and from MDA-MB-231 2<sup>nd</sup> to MDA-MB-231 1<sup>st</sup>.

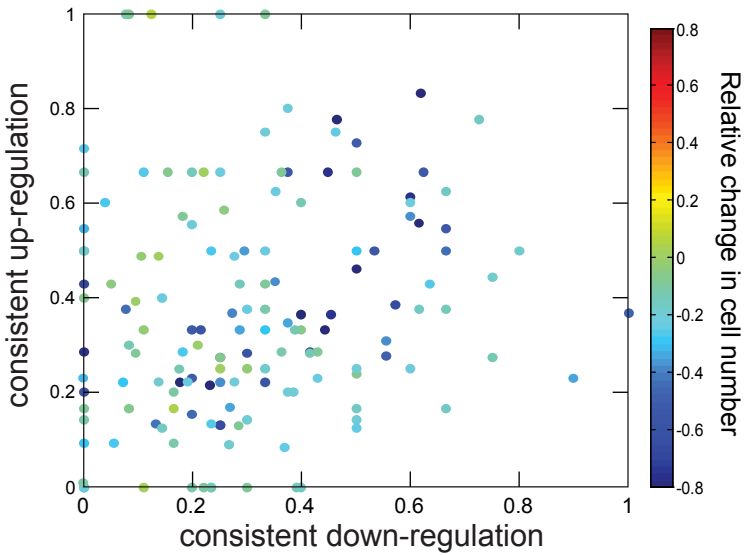

(b) Transitions across two screens

|         |       | Screen2 |      |      |
|---------|-------|---------|------|------|
| Screen1 | blue  | 0.45    | 0.02 | 0.53 |
|         | red   | 0.02    | 0.38 | 0.60 |
|         | white | 0.07    | 0.06 | 0.87 |

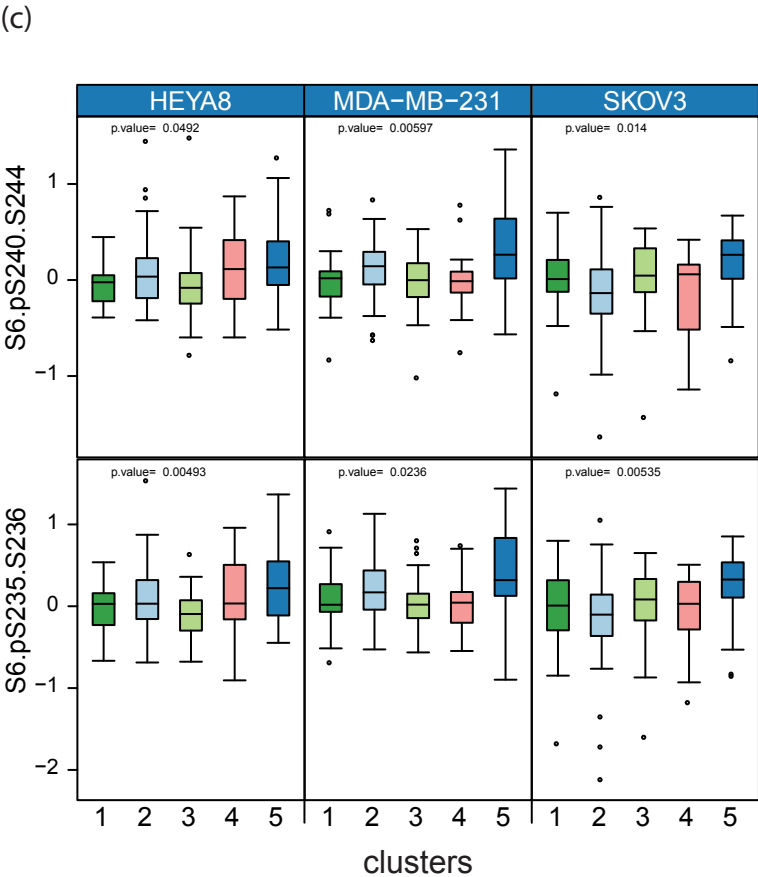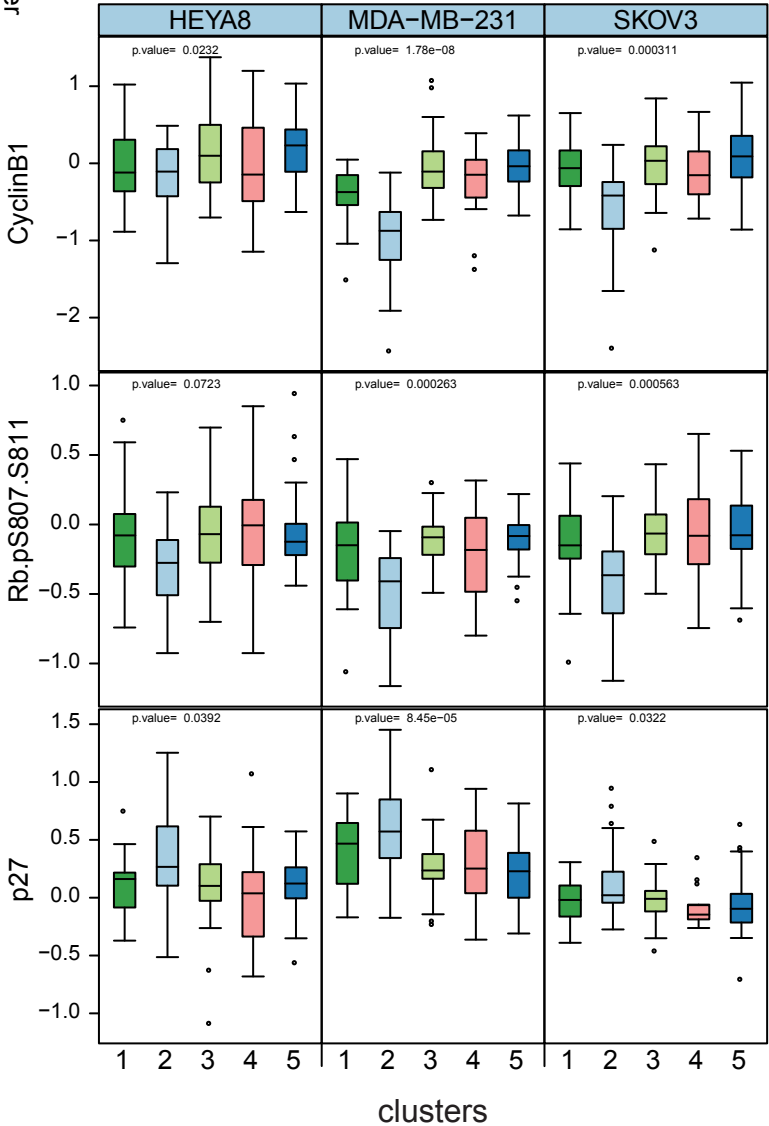

## Supplemental Figure 5

Fold-change in proteins across screens 1 & 2.

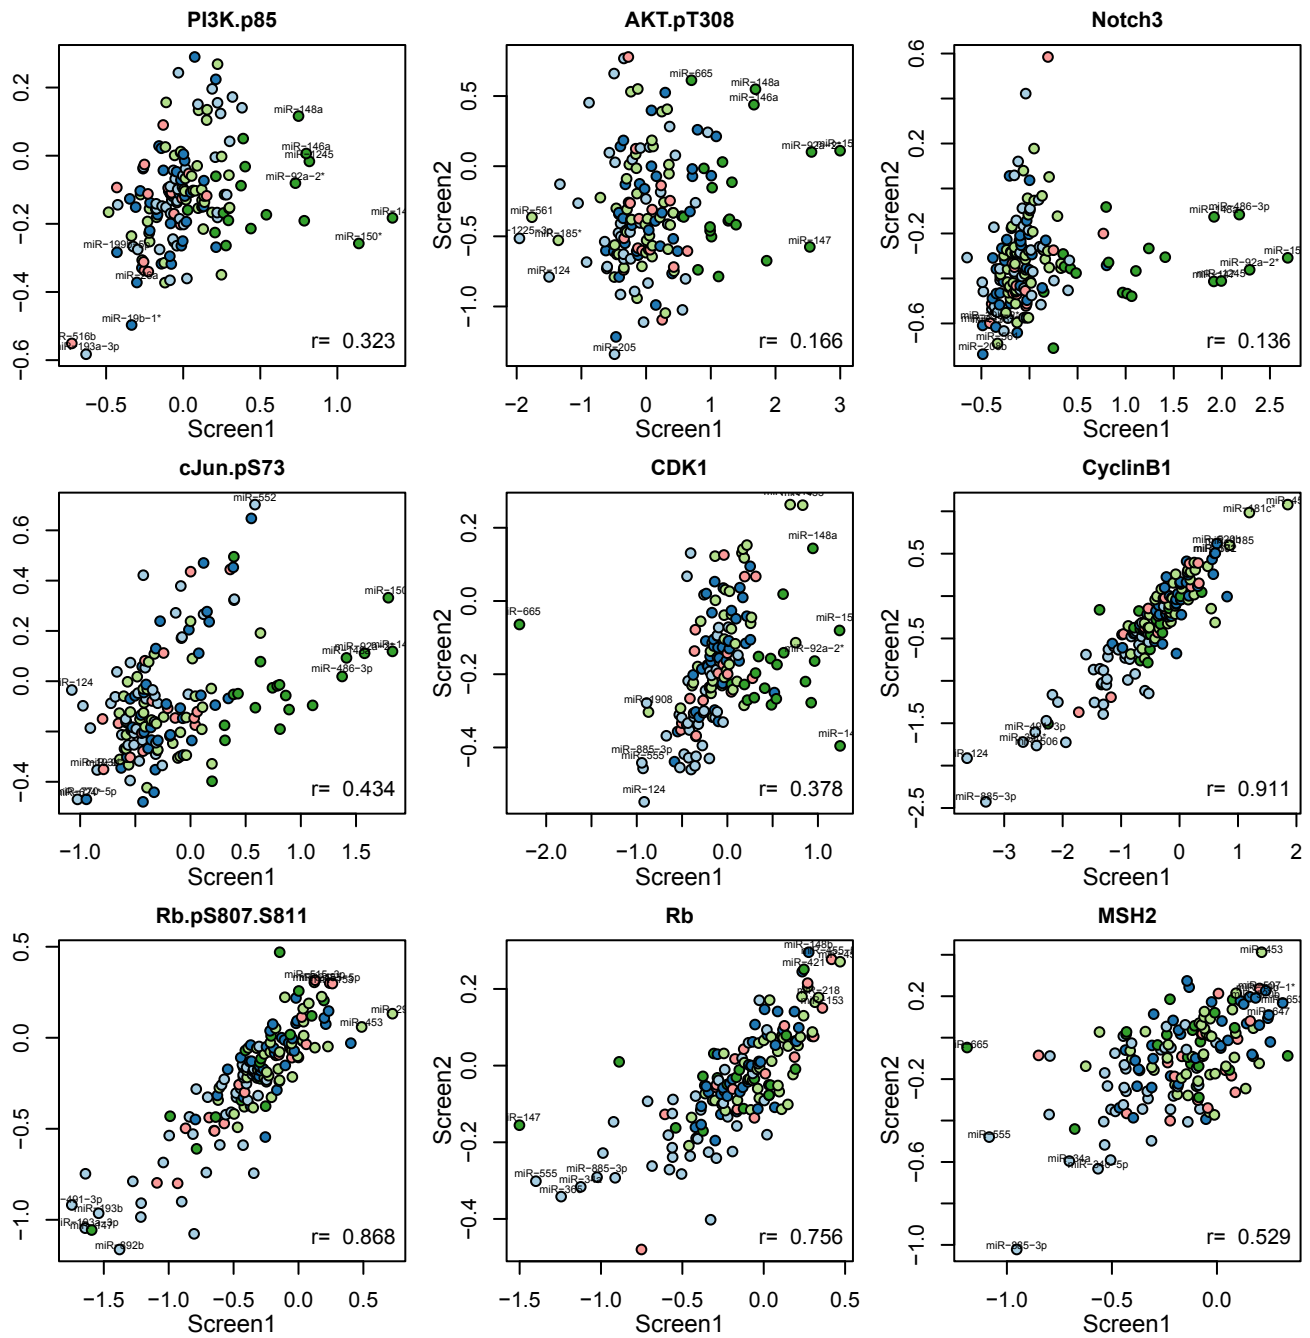

### Supplemental Figure 5\_continued

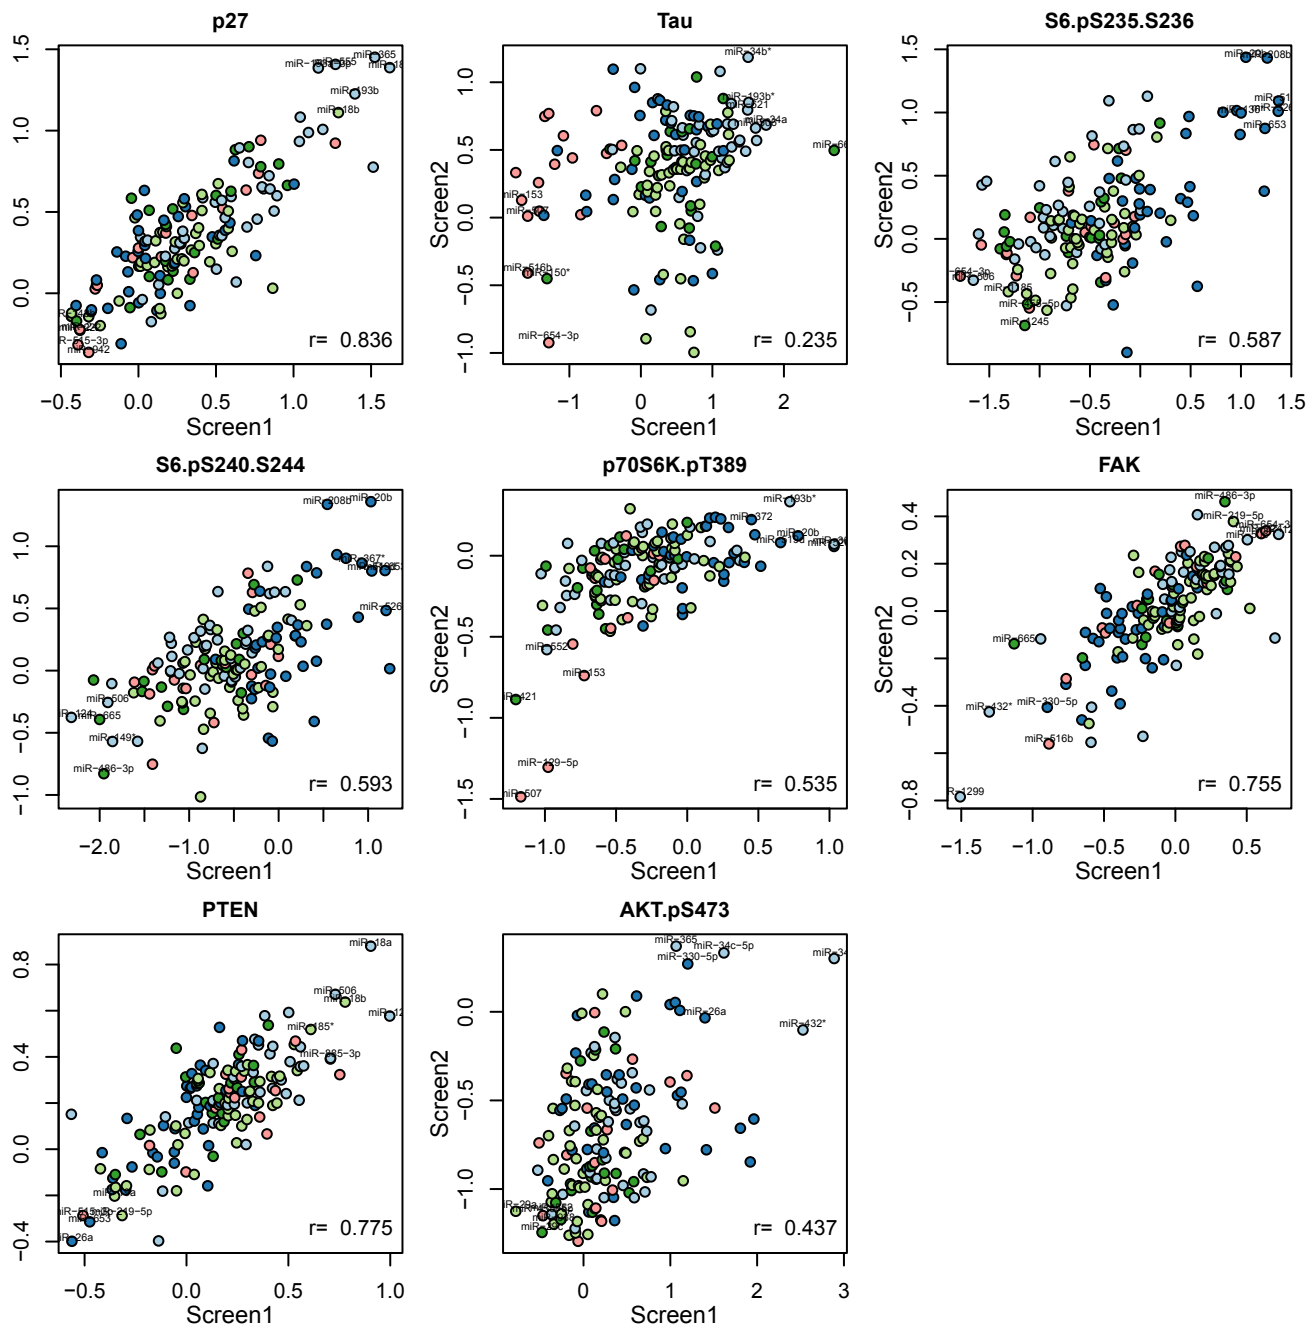

Supplementary Figure 6.

(a)

| Potential Activators | Potential Repressors |
|----------------------|----------------------|
| Rb.pS807.S811        | p27                  |
| MEK1.pS217           | Cyclin E1            |
| c-Myc                | p53                  |
| Rb                   | PTEN                 |
| MSH2                 | Tuberlin.pT1462      |
| c-Raf.pS388          | YAP                  |
| Rad51                | BIM                  |
| Chk1                 | PR                   |
|                      | Hif1α                |
|                      | LKB1                 |
|                      | GAPDH                |
|                      | Tuberlin             |

(b)

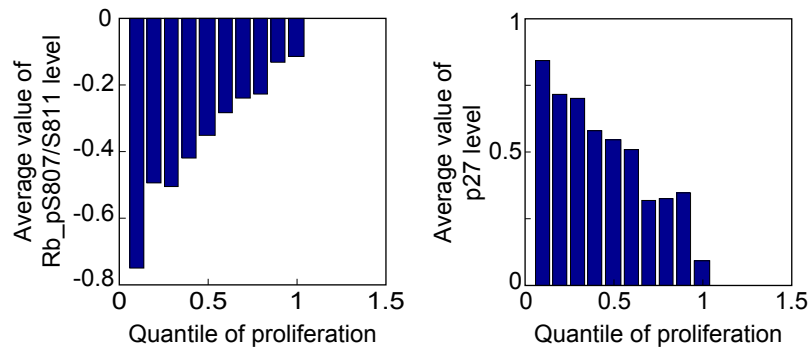

Supplementary Figure 7.

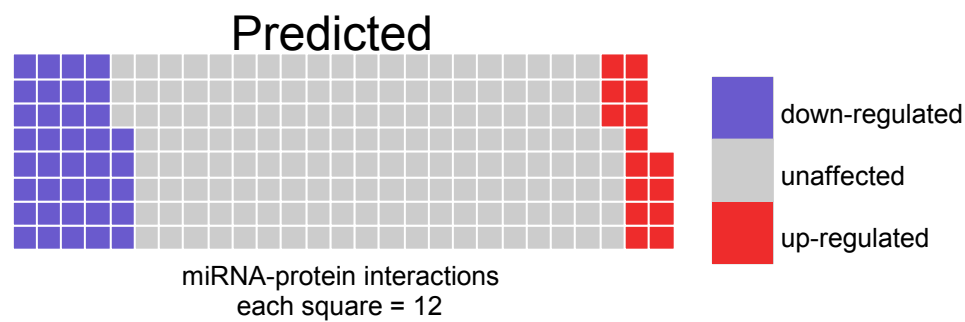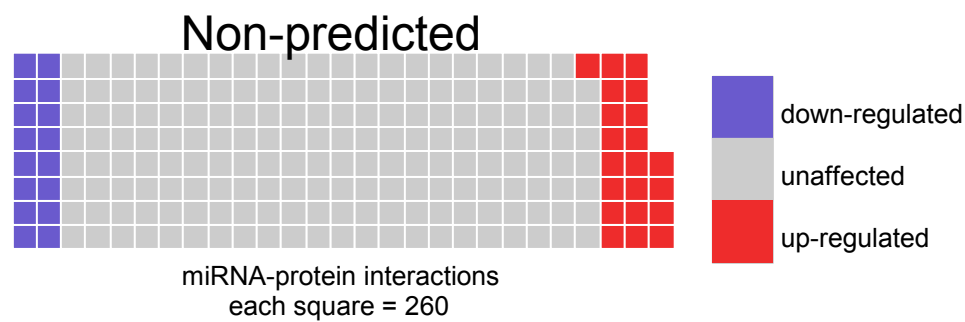

Supplemental Figure 8.

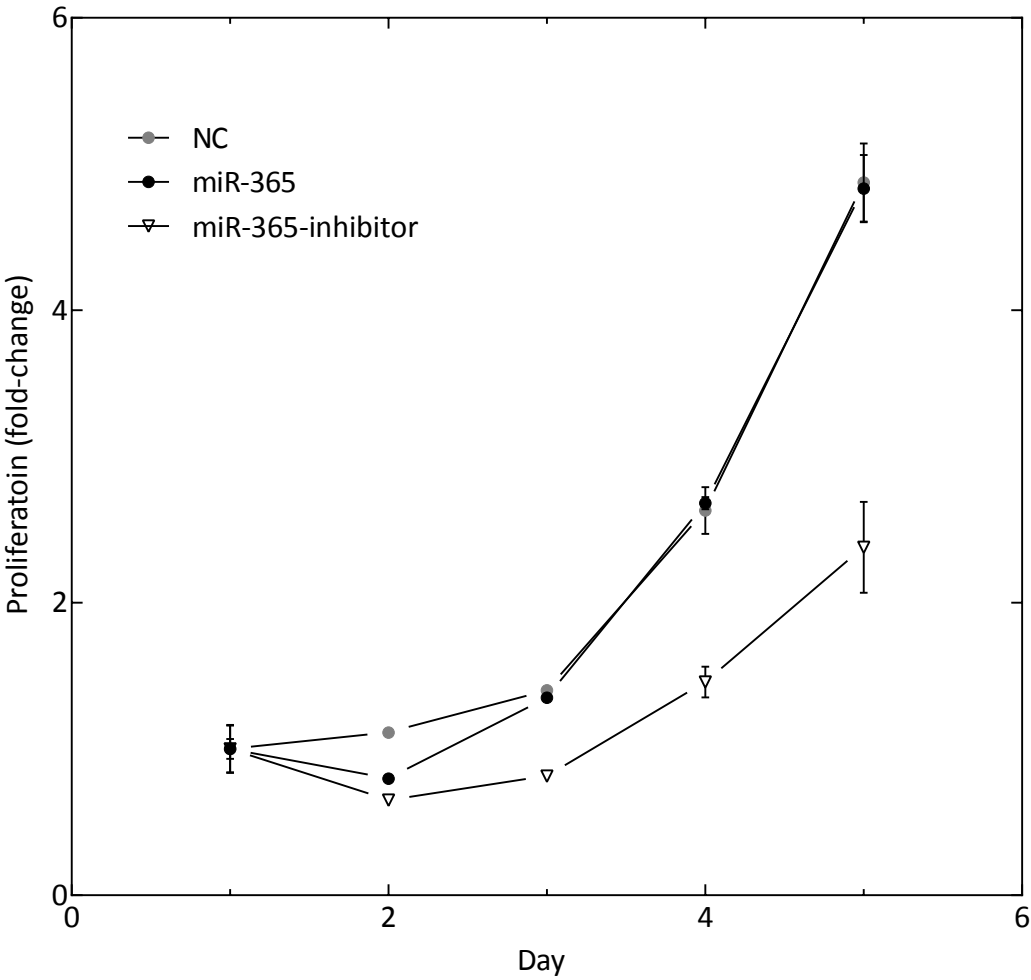

**Supplement:** Supplementary Figures

How the deposited data were processed for this re-analysis (not part of the article)

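mRNA expression was measured in MDA-MB-231 and SKOV3 cells after transfection of a miR-365a-3p mimic or a control miRNA, on 11 Illumina BeadChip arrays in 4 groups. Samples were grouped by cell line and treatment as the sample labels give them. The labels number the replicates within each group, and the SKOV3 controls have 2 arrays where the other groups have 3. All 11 arrays and all columns of values were used.

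The authors labelled cRNA with biotin after amplification, normalized the data with lumi by the quantile method and deposited 1 log2 value per gene symbol and array, 31325 symbols in all. The paper does not state whether the transformation before normalization was log2 or lumi's variance-stabilizing transformation, how several probes of a gene were combined, or whether background was subtracted or dim probes were removed, so a difference is reported as log2 with this limit. Of the symbols, 17755 matched a current symbol of the human gene table of assembly GRCh38.p14 and 3305 a single older symbol. The table was used for names only, and the others keep the symbol as deposited.

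The design set before the data were examined called for quantile normalization where the deposited columns did not already share a distribution. They did not, and the deposited values were quantile normalized across the 11 arrays with limma 3.58.1 in R 4.3.3. A linear model with 4 group means was fitted to every gene (lmFit), the contrasts miR-365a-3p minus control in each cell line and their difference were moderated with eBayes, and p-values were adjusted by the Benjamini-Hochberg method over all 31325 genes, with a threshold of 0.05. A test of single values permuted the treatment within cell lines over all 200 arrangements, two-sided, on the mean of the differences of the 2 cell lines, and the smallest p it can give is 0.005. An exact test within MDA-MB-231 cells alone cannot give a p below 0.1. The design spoke of probes, and since the deposited values have 1 row per gene, genes took their place and no choice between probes of a gene was made.

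The genes named in the text are HDAC4, BCL2, CCND1 and NKX2-1, which the paper names as targets, the 43 labels of Fig. 6c, and the 5 genes with the largest fall and the 5 with the largest rise by the mean of the log2 fold changes of the 2 cell lines, among genes called in both with the same sign and with every miR-365a-3p array beyond every control array in both. This rule was also set before the data were examined. Labels of Fig. 6c were read from the picture and looked up gene by gene, and no set test was run on them. They are all in the counts, and 1 of them is not reported here by name. Control genes and genes that keep their call with a covariate are named in addition, after their values were seen.

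The alternatives were a fit of each cell line alone, a block for the replicate number, only genes whose mean was above the median of all gene means, cyclic loess within each cell line, centring of each array on its median, an intensity trend with robust hyperparameters, array weights, an adjusted p under 0.01, an absolute log2 fold change of at least 0.5, and each array left out in turn. Deposited values without further normalization, a covariate for the balance between mRNAs of small and large proteins and a block shared by the cell lines were added after the data were seen.

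Gene lists were tested with camera and fry from limma, and by the exact permutation on the mean of a list on each array. The RPPA antibody genes are the 133 gene names of Supplementary Table 2, of which 129 were matched to a deposited symbol, and since PTK2 and FAK are the same gene the list holds 128 genes. Lists of small proteins (ribosomal and respiratory chain families and the like), large proteins (myosins, dyneins, laminins and the like), chromatin families and common control genes were defined by patterns of gene symbols after the genes with the largest changes were seen, and were limited to genes with a mean above 8, which 6853 genes had. The score of an array is the median of the small-protein genes minus that of the large-protein genes. Lists were drawn 10000 times from genes next to those of a list in the order of mean signal. The fit was tested on simulated data with the real control means and gene variances, in which 200 of 31325 genes changed by 1 on the log2 scale. The 200 were drawn from genes with a mean above 8. The noise was independent between genes and arrays, and the simulated values were not normalized again. Deviations shared across genes of an array were therefore not simulated, and the counts of wrong calls do not give the error rate on the real arrays. On these simulated data, the fit recovered 68.5% of the changed genes in MDA-MB-231 cells and 57.5% in SKOV3 cells, and called 6 and 8 unchanged genes. It called 0 genes for the difference between cell lines, for which none were changed. The colours of Fig. 6c were read with Pillow 12.0.0 and compared with the deposited values in NumPy 2.4.6.

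A search for seed sites of miR-365a-3p was not run, since no transcript sequences were used here, and neither transcript length nor GC content was tested. Replicate numbers were checked for pairing by correlating deviations from the group means across the 6853 genes. Within a cell line, same-numbered miR-365a-3p and control arrays did not deviate together. The miR-365a-3p arrays with the same number in the 2 cell lines did, with correlations of 0.70, 0.31 and 0.34 for numbers 1, 2 and 3, and control arrays 1 and 2 had 0.12 and -0.13.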

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

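The tests of the balance between mRNAs of small and large proteins, of the signal distribution, of the covariate and of the splits of both cell lines were chosen only after the results were seen, while the splits of the MDA-MB-231 arrays were planned.

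Genes outside Fig. 6c carried most of the signal, which the paper does not report. In both cell lines 1681 genes outside Fig. 6c and the targets named in the text fell and 1802 rose past the threshold of limma. The largest mean changes of the 2 cell lines by the rule set before the data were examined were -3.54 for MYH9, -3.12 for ZFP36L1, -3.12 for AXL, -3.08 for FAM120A and -3.06 for EPN1 among the falls, and 2.69 for MIR1974, 1.89 for MNAT1, 1.72 for RRAS2, 1.62 for SNHG6 and 1.54 for SNORD16 among the rises. In a fit of MDA-MB-231 cells alone, 1 of the 10 splits of the 6 arrays into 3 and 3, the labelled one, gave as many called genes (7704). The 9 other splits gave 0 genes with limma, with between 403 and 1075 genes at an unadjusted p under 0.05, against 10154 for the labelled split. Each of the 9 has both treatments on either side, and with 10 splits chance cannot be excluded by this count alone. For the changes shared by both cell lines, the arrays were split within both cell lines in all 100 ways. In 2 of the 100 splits, the labelled one included, the correlation of the changes between the cell lines was as large in size as the 0.827 of the labelled split. The other had 0.854, and the median of the 99 other splits was 0.611. The labelled split thus ranked high but not beyond the others. In all 100 splits, however, the share of miR-365a-3p arrays differed between the sides in both cell lines. A response shared by the cell lines would therefore also correlate the changes of the other splits. For this reason the count cannot decide whether chance gave the correlation.

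Families of small proteins rose and families of large proteins fell. The 247 genes of small-protein families had a median log2 fold change of 0.58 in MDA-MB-231 cells and 0.44 in SKOV3 cells, and 201 of them rose and 23 fell in both. The 62 genes of large-protein families had medians of -0.68 and -0.46, and 48 fell and 7 rose in both. The directions of the 4 medians were the same on the deposited values, after cyclic loess and after median centring. The score of small minus large was between 2.38 and 2.98 on the 6 miR-365a-3p arrays and between 1.02 and 1.51 on the 5 control arrays (exact permutation p = 0.005), and its correlation in size with the component that carried most of the variance (48.3%) was 0.993. A wrong label on an array is argued against by the lowest miR-365a-3p score of 2.38, which is above every control. The authors' normalization is argued against as the whole cause, since after quantile normalization the family medians still differed by 0.89 in SKOV3 cells and 1.26 in MDA-MB-231 cells. The same holds for the signal level, since against the 100 genes nearest in mean signal they differed by 0.905 and 1.17. RNA quality or amplification of the arrays remains a candidate explanation, because the control arrays differed along the same profile without any miR-365a-3p. The deviation of MDA-MB-231 control replicate 3 from its group had a correlation of -0.51 across genes with the treatment contrast of SKOV3 cells, and those of control replicates 1 and 2 had 0.25 and 0.17. The deviations of the 2 SKOV3 controls had 0.20 and -0.20 with the contrast of MDA-MB-231 cells. Deviations from a group mean cancel within the group. The 2 SKOV3 values are therefore opposite by construction, and the MDA-MB-231 control values are not independent of each other. A response of the cells to the mimic stays open and untested, as do transcript length and GC content.

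The upper middle of the signal distribution was lower on miR-365a-3p arrays. Arrays dimmer throughout would also have a lower 99th percentile, which instead was higher by 0.179 in SKOV3 cells and 0.265 in MDA-MB-231 cells, without overlap between the treatments. The number of genes above 8 was between 5187 and 6707 on miR-365a-3p arrays and between 7044 and 8026 on control arrays. Why fewer genes reached a middle signal was not tested further.

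A different response in the 2 cell lines was called for 796 genes, by the test of the difference itself, with 4012 at an unadjusted p under 0.05. Of the 796, 384 had the same sign and a smaller change in SKOV3 cells, 176 the same sign and a larger change there, and 236 opposite signs. The change in SKOV3 minus that in MDA-MB-231 cells was 0.46 for HELLS and -1.50 for SNORD16. The balance between small and large proteins as the whole cause is argued against by the fit with the score as a covariate, which called 576 genes, of which 491 were among the 796. Expression in only 1 cell line as the whole cause is argued against by the share of these genes in the lowest 60% of signals in both groups of a cell line, which was 35.2%. The count depended on single arrays, and was 313 without SKOV3 control replicate 1, 320 without SKOV3 control replicate 2, 481 without MDA-MB-231 miR-365a-3p replicate 2 and 1227 without SKOV3 miR-365a-3p replicate 1. A difference in RNA quality between the cell lines and a difference in biology between a breast and an ovarian line remain open.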

How the results depend on the processing

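The deposited values without further normalization, the score covariate and the block shared by the cell lines were chosen after the data were seen, and the other alternatives before.

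The correlation of the changes between the cell lines, 0.827, was between 0.824 and 0.834 under every alternative set beforehand apart from leaving out an array, and the direction of all 43 genes of Fig. 6c and of the other named genes was kept wherever they were called, except with the score as a covariate. Counts and shares moved more. With an absolute log2 fold change of at least 0.5, 4239 genes were called in MDA-MB-231 and 2504 in SKOV3, 958 fell, 1003 rose and 3 went opposite ways in both, 449 responded differently, 46.2% of calls in MDA-MB-231 were falls, and 3 genes of Fig. 6c rose. At an adjusted p under 0.01, 2358 were called in SKOV3, 1021 fell, 743 rose and 5 went opposite ways in both, 327 responded differently, falls were 46.7% and 59.5%, and 6 genes of Fig. 6c fell in SKOV3. These follow from the stricter thresholds. With each cell line fitted alone, 2825 were called in SKOV3, 952 rose and 14 went opposite ways in both. Array weights gave 7213 in SKOV3, 2930 that rose and 54 of opposite sign in both, and 1887 with a different response. With trend and robust hyperparameters 13 had opposite signs. With genes above the median of means, falls were 43.9% in MDA-MB-231. The cause of these changes was not tested.

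Scaling moved the split between rises and falls. Falls made up 48.9% of the calls in MDA-MB-231 and 58.6% in SKOV3 after cyclic loess, 59.1% and 67.7% after median centring, and 71.2% and 78.6% on the deposited values, against 44.8% and 49.5%. Genes that fell and rose in both cell lines numbered 2694 and 1175 after median centring and 3177 and 923 on the deposited values, where 12 had opposite signs. Of the genes of Fig. 6c, 14 fell in both cell lines under either, and 17 fell in SKOV3 on the deposited values. These settings leave the unequal upper percentiles of the arrays in place. Median log2 fold changes over all genes stayed between -0.018 and 0.02 under these scalings.

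The replicate block within each cell line moved the number with a different response from 796 to 123, and changed no other count by more than 1.5 times. The replicate numbers do not pair the arrays within a cell line, since the correlations of deviations of same-numbered miR-365a-3p and control arrays were -0.12, 0.042 and 0.23 in MDA-MB-231 and 0.039 and -0.073 in SKOV3. With a block across cell lines, 895 genes responded differently. This block called 8216 genes in MDA-MB-231, and 6912 of the 8174 calls of the main fit were among them. In SKOV3 it called 5218 genes, with 3447 of the 4498 calls of the main fit among them.

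With the score of small minus large proteins as a covariate, limma called 13 genes in MDA-MB-231 and 64 in SKOV3, 6 that fell, 2 that rose and 0 of opposite sign in both (7 at an unadjusted p under 0.05). Falls were 84.6% and 84.4% of the calls and the correlation between cell lines was 0.762. Of the genes of Fig. 6c, 0 fell in MDA-MB-231, 0 in SKOV3 and 0 in both, and 0 rose, with 5, 5, 3 and 2 at an unadjusted p under 0.05. The score nearly coincides with the treatment, so the standard errors were larger by a factor of 3.5 in MDA-MB-231 and 2.5 in SKOV3, and the lost calls do not show a smaller effect. In this fit the sign changed, without a call, for USP3 in SKOV3 (0.025), USP22 (0.065), SET (0.61), CENPA (-0.51), ITGB3BP (-0.29) and CCND1 (0.48) in MDA-MB-231, and ITGB3BP in SKOV3 (-0.12).

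With each array left out in turn, the genes called were between 6554 and 8687 in MDA-MB-231 and between 1769 and 5021 in SKOV3. Between 946 and 1798 fell, between 513 and 2174 rose and between 9 and 26 went opposite ways in both, and between 313 and 1227 responded differently. The correlation was between 0.767 and 0.851, and falls were between 44.2% and 46.5% in MDA-MB-231 and between 46.7% and 65.3% in SKOV3. Of the genes of Fig. 6c, between 15 and 18 fell in MDA-MB-231, between 5 and 11 in SKOV3 and between 5 and 9 in both, and between 4 and 7 rose. The lowest counts in SKOV3 came without control replicate 1 (2250 called, 1079 fell and 722 rose in both, 9 opposite) or control replicate 2 (1769 called, 946 fell and 513 rose in both, 12 opposite), where the lone control was assumed to vary like the other groups. Without SKOV3 control replicate 2, 5 genes of Fig. 6c fell in SKOV3 and 5 in both.

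For the RPPA antibody genes, fry gave a p of 8.18e-05 in MDA-MB-231 and 0.0134 in SKOV3, both for a fall, on the same side of the threshold as camera. The mean over the probes of a gene could not be tried, since the values have 1 row per gene, and the 8-mer seed site was not run. Signal over background limits the genes near the floor, whose changes are bounded.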

Differences from the paper's values

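The paper states no number for the arrays. Fig. 6c shows the direction for each of its 43 genes, and of these 28 were lower with miR-365a-3p in MDA-MB-231 cells and 23 in SKOV3 cells after quantile normalization, against 33 and 31 on the deposited values that the colours of Fig. 6c follow. The direction differed from that of the deposited values for 5 genes in MDA-MB-231 cells and 8 genes in SKOV3 cells, which were lower there and higher after quantile normalization. In both cell lines, 8 genes fell past the threshold of limma after quantile normalization. Among the alternatives set before the data were examined, centring each array on its median gave 14, and the deposited values without further normalization, chosen after the values were seen, also gave 14.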

Other observations

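The comparison with Fig. 6c, the tests of miR-365a-3p replicate 1, of the chromatin families and of the part that scaling and the score play in the fall of the Fig. 6c genes were chosen only after results were seen, and the test of the RPPA antibody genes was planned.

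The colours of Fig. 6c follow the deposited values. Scaled within each cell line, the 11 rows of the heat map correlated across its 43 genes with 1 array each at between 0.98 and 1.00, and at between 0.82 and 0.95 with the same arrays after quantile normalization. Each row was compared only with arrays of the cell line that its name gives, so the cell line was not tested. Within that cell line, every row matched an array of the treatment that its name gives. The replicate numbers ran in the opposite order, with number 3 of the figure matching number 1 of the sample labels in all 4 groups. The SKOV3 controls are numbered 2 and 3 in the figure and 1 and 2 in the labels. No group is affected.

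The fall of the Fig. 6c genes was not only a matter of the unequal distributions of the deposited values, since 8 of the 14 genes called lower in both cell lines on the deposited values kept that call after quantile normalization. With the score of small minus large proteins as a covariate, 0 of these 8 genes kept it, with 3 of the 43 at an unadjusted p under 0.05 in both. For these 8 genes the score and the treatment cannot be told apart, because no control array reaches the scores of the miR-365a-3p arrays. Among the 500 genes nearest in control level, 7 of the 43 genes lay in the lowest 10% of changes in both cell lines. HDAC4 lay above 1.2% of them in MDA-MB-231 cells and 1.6% in SKOV3 cells, EP400 above 0.6% and 0.8%, and USP3 above 31.0% and 26.0%. These are descriptions of the arrays without a test.

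Of the targets of miR-365a that the paper takes from earlier studies, CCND1, which encodes cyclin D1, changed by -2.09 in MDA-MB-231 cells (standard error 0.36, adjusted p = 0.00258 from limma) and by -0.78 in SKOV3 cells (standard error 0.40, adjusted p = 0.289 from limma), and the difference between the cell lines was not called (adjusted p = 0.343 from limma). BCL2 changed by -0.11 (adjusted p = 0.00284 from limma) and -0.03 (adjusted p = 0.484 from limma), and NKX2-1 by -0.01 (adjusted p = 0.872 from limma) and 0.02 (adjusted p = 0.789 from limma). Group means of both were between 7.276 and 7.469, near the floor.

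A hypothesis was that chromatin modifier mRNAs fell as a class. The 61 genes of chromatin families with a mean above 8 had a median log2 fold change of -0.30 and a mean of -0.32 in MDA-MB-231 cells and a median of -0.05 and a mean of -0.18 in SKOV3 cells, and 31 fell and 22 rose in both. Their mean on each array was lower with miR-365a-3p (exact permutation p = 0.01, two-sided). For the fall in MDA-MB-231 cells camera gave a p of 0.00615 and fry a p of 0.000828, and for that in SKOV3 cells camera gave a p of 0.0317 and fry a p of 0.0325. Of 10000 lists of genes of like signal, 0.25% had a lower median in MDA-MB-231 cells and 1.72% in SKOV3 cells. Without the 8 genes that are also in Fig. 6c, camera gave a p of 0.00712 and 0.0392. The families fell on each of the 4 scalings tested. The fall may hold for the class, but it was not seen for chromatin alone. The 128 RPPA antibody genes, fixed as a list before the data were examined, also fell, with a median of -0.05 and a mean of -0.23 in MDA-MB-231 cells and a median of -0.02 and a mean of -0.13 in SKOV3 cells. Their mean on each array was lower with miR-365a-3p as well (exact permutation p = 0.005, two-sided, the smallest possible). In MDA-MB-231 cells camera gave a p of 0.00137 and fry a p of 8.18e-05, and in SKOV3 cells camera gave a p of 0.0294 and fry a p of 0.0134. Of these, 40 fell and 21 rose past the threshold over all genes in MDA-MB-231 cells and 24 fell and 15 rose in SKOV3 cells, and adjusted over the list alone 75 and 51 changed. Each call of camera held under fry. Camera set the chromatin families against the 6853 genes with a mean above 8, but the RPPA antibody genes against all 31325 genes. Of the 128 RPPA antibody genes, 60 had a mean above 8, so the camera results of the 2 lists are not directly comparable. The falls of both lists could follow the same difference between arrays as the large-protein families, and a response to miR-365a-3p stays open and untested.

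MiR-365a-3p replicate 1 had the highest score of small minus large proteins in both cell lines. Its deviation from the group mean had a correlation across genes of 0.37 in MDA-MB-231 cells and 0.69 in SKOV3 cells with the treatment contrast of the other cell line, and the deviations of replicate 1 in the 2 cell lines had a correlation of 0.70 with each other. A difference in RNA quality or amplification between preparations of the arrays may account for this, and a stronger transfection on that occasion would give the same values.

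Some common control genes did not stay level. ACTB changed by -3.28 in MDA-MB-231 cells (adjusted p = 0.000199 from limma) and by -2.59 in SKOV3 cells (adjusted p = 0.00237 from limma), and TUBB by -1.41 (adjusted p = 0.000426 from limma) and -1.03 (adjusted p = 0.00705 from limma). HPRT1 rose by 0.52 (adjusted p = 0.0338 from limma) and 0.78 (adjusted p = 0.0162 from limma), but in MDA-MB-231 cells it was not called on the deposited values (adjusted p = 0.0716 from limma), after cyclic loess (adjusted p = 0.103 from limma) or after median centring (adjusted p = 0.0527 from limma), nor in SKOV3 cells after cyclic loess (adjusted p = 0.0667 from limma). These directions were the same under the 4 scalings tested, while those of EEF1A1, GUSB, B2M and PGK1 were not the same in both cell lines under all of them. After quantile normalization, B2M, EEF1A1, GAPDH, SDHA and YWHAZ were called in MDA-MB-231 cells only, and GUSB, PGK1, PPIA and TBP in neither cell line. In MDA-MB-231 cells, GAPDH lost its call on the deposited values (adjusted p = 0.0748 from limma) and after median centring (adjusted p = 0.0887 from limma). EEF1A1 lost its call there too (adjusted p = 0.355 and 0.342 from limma). GAPDH was called in both cell lines after cyclic loess (adjusted p = 0.00516 and 0.0262 from limma). B2M was also called in SKOV3 cells after median centring (adjusted p = 0.0407 from limma). Under the other scalings TBP fell past the threshold in both cell lines, with adjusted p from limma of 0.00513 and 0.0187 on the deposited values, 0.0385 and 0.0401 after cyclic loess and 0.00642 and 0.0253 after median centring, and PPIA was called in MDA-MB-231 cells on the deposited values (adjusted p = 0.0304 from limma) and after median centring (adjusted p = 0.0345 from limma). PGK1 changed by -0.24 (adjusted p = 0.248 from limma) and -0.11 (adjusted p = 0.773 from limma) and GUSB by 0.05 (adjusted p = 0.832 from limma) and -0.12 (adjusted p = 0.678 from limma), and both were called under none of the 4 scalings. No explanation was tested for these genes alone.

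The score covariate left 8 genes called in both cell lines, named here after their values were seen. ACVR1, ARHGAP23, FAT1, FNDC3B, PRPF8 and TIMP2 fell and DUS3L and RRAS2 rose. With the covariate, FAT1 changed by -2.45 in MDA-MB-231 cells (adjusted p = 0.0211 from limma) and -2.08 in SKOV3 cells (adjusted p = 0.00769 from limma), and RRAS2 by 1.54 (adjusted p = 0.048 from limma) and 1.62 (adjusted p = 0.00812 from limma), against 1.70 and 1.74 without it. For these genes the balance between small and large proteins does not account for the whole change on these arrays.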
